# Stress promotes RNA G-quadruplex folding in human cells

**DOI:** 10.1038/s41467-023-35811-x

**Published:** 2023-01-13

**Authors:** Prakash Kharel, Marta Fay, Ekaterina V. Manasova, Paul J. Anderson, Alexander V. Kurkin, Junjie U. Guo, Pavel Ivanov

**Keywords:** RNA folding, RNA decay

## Abstract

Guanine (G)-rich nucleic acids can fold into G-quadruplex (G4) structures under permissive conditions. Although many RNAs contain sequences that fold into RNA G4s (rG4s) in vitro, their folding and functions in vivo are not well understood. In this report, we showed that the folding of putative rG4s in human cells into rG4 structures is dynamically regulated under stress. By using high-throughput dimethylsulfate (DMS) probing, we identified hundreds of endogenous stress-induced rG4s, and validated them by using an rG4 pull-down approach. Our results demonstrate that stress-induced rG4s are enriched in mRNA 3′-untranslated regions and enhance mRNA stability. Furthermore, stress-induced rG4 folding is readily reversible upon stress removal. In summary, our study revealed the dynamic regulation of rG4 folding in human cells and suggested that widespread rG4 motifs may have a global regulatory impact on mRNA stability and cellular stress response.

## Abstract (web summary)

rG4s are G-quadruplex structures found in transcriptome. Many RNAs can fold into rG4s in vitro, yet their folding and functions in vivo are not well understood. Here the authors showed that rG4s folding is dynamically regulated under stress in human cells.

## Introduction

G-quadruplexes (G4s) are nucleic acid secondary structures formed by the stacking of two or more G-quartets, each formed by a planar arrangement of four guanines (Gs) connected via H-bonding^1^ and further stabilized by monovalent cations such as K^+^ and Na^+^ in the central cavity^2^ (Fig. 1a). In eukaryotes, potential G4-forming sequences are enriched in the regulatory regions of both genome and transcriptome^3,4^ and have been implicated in a variety of cellular processes and human diseases^5,6^. Computational analyses and high-throughput experimental studies of the human transcriptome suggest that thousands of putative rG4s are present within mRNAs^7–9^. These putative rG4 sequences are more prevalent in the 5' and 3' untranslated regions (UTRs) of mRNAs while strongly depleted in the coding sequences (CDS), suggesting potential roles in the regulation of mRNA maturation, transport, and translation^5,6,10^. Indeed, rG4s in 5' UTRs have been shown to modulate translation^11–13^, while rG4 sequences in 3' UTRs influence microRNA targeting^14^, RNA localization^15^, and alternative polyadenylation^12^. Furthermore, recent studies suggest that RNA secondary structures including rG4s can act as seeds to assemble RNA binding proteins (RBPs) and eventually generate ribonucleoprotein (RNP) granules or bodies^16,17^. Collectively, these findings suggest that rG4 sequences can have a crucial and widespread impact on posttranscriptional gene regulation and RNA metabolism in eukaryotes.

**Fig. 1:**
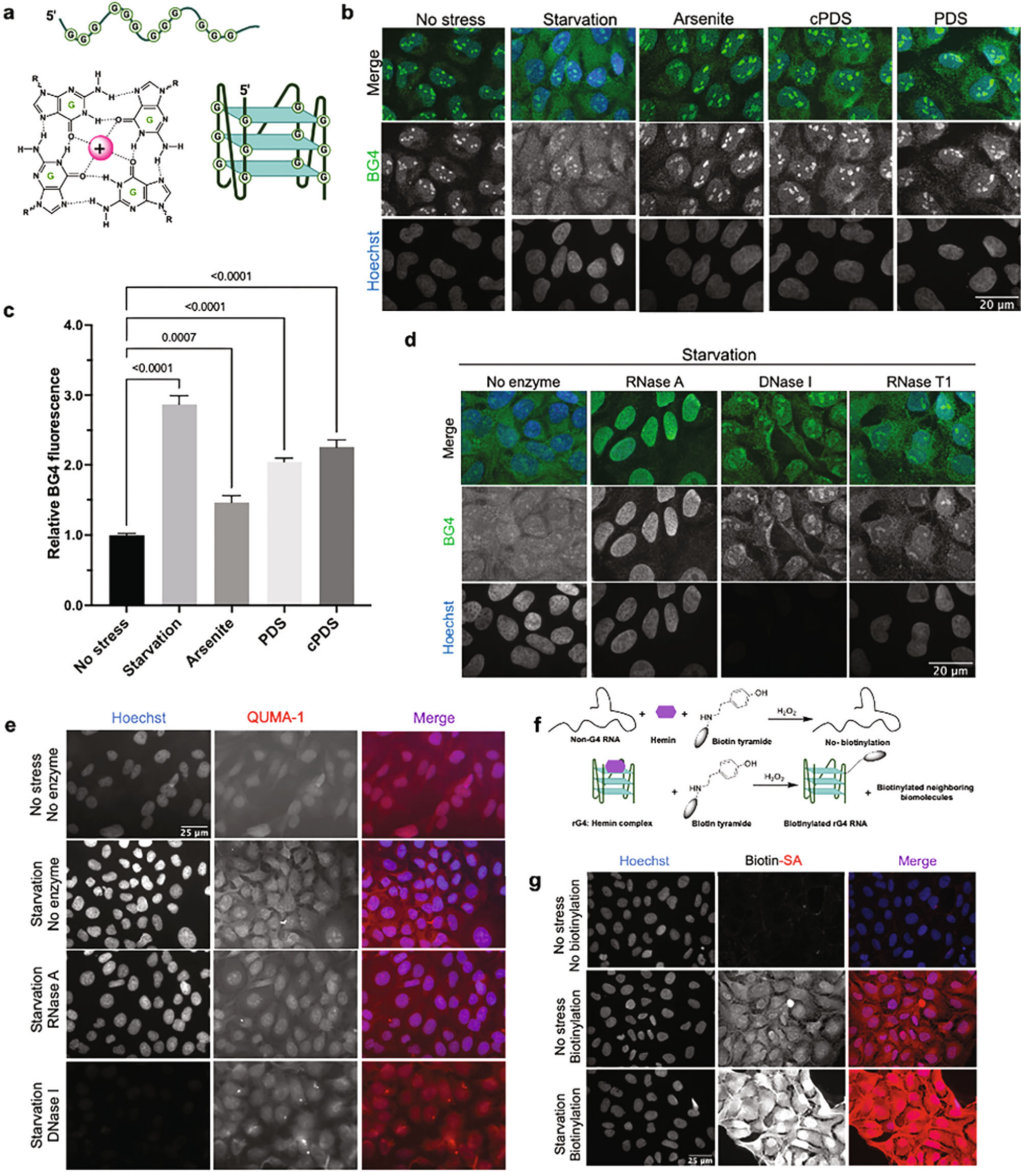
RNA G-quadruplex formation is enhanced under stress in U2OS cells. **a** A square planar G-quartet arrangement stabilized by a monovalent cation (H-bonds and cation-oxygen coordination is shown with dotted bonds), and a schematic of 3-tier G-quadruplex structure stabilized by monovalent cations. The schematic depicts 3 G-quartets (light green planes) stacking with RNA-backbone in a parallel orientation. **b** BG4 staining in U2OS cells demonstrated both RNA and DNA can form G4s in U2OS cells, and rG4 folding (cytosolic BG4 fluorescence) in the U2OS cells is increased under various stress conditions as indicated by more intense fluorescence signals of BG4 antibody under 100 µM sodium arsenite mediated oxidative stress and starvation stress, rG4, and G4 stabilizing ligands carboxypyridostatin (cPDS) and pyridostatin (PDS) were used as positive controls. **c** Quantification of fluorescence intensity of BG4 signals, the bars represent the mean + /- SD of fluorescence intensity from 50 cells for each treatment (biological triplicate), statistical significance was tested by One-way ANOVA using no-stress cells as controls, Multiple comparisons, Dunnet correction, and *p*-values provided. **d** RNase A treatment almost completely abolished the cytoplasmic BG4 signaling, while DNase I treatment minimized nuclear BG4 staining, and RNase T1 treatment had little effect on resultant cytosolic BG4 fluorescence suggesting cellular RNA is folded in rG4 under stress. **e** rG4 specific QUMA-1 fluorescence dye was used as a complementary approach to BG4 staining, fixed cells were treated with 2 µM QUMA-1 for 15 min, and imaged. **f**, **g** Hemin-bound rG4s have peroxidase activity which can be tuned to biotinylate the corresponding RNA and potentially its interactome. **f** Schematic of rG4-hemin-biotin tyramide reaction, and **g** enhanced biotinylation of starved cells in comparison to the non-stressed cells clearly indicates a higher rG4 folding under stress.

While the accumulating evidence supports a regulatory role for rG4 sequences, whether they act as single-stranded RNA motifs or as folded rG4 structures has been intensely debated. Multiple studies have attempted to detect rG4 folding in cells using different approaches, which have led to apparently distinct conclusions. For example, G4-specific antibodies^18^, G4-specific ligands^19–21^, and rG4-specific chemical probes^9,22–24^ have detected positive signals for the presence of rG4s in human cells^18,25^ and in plants^26^. Other methods based on small-molecule probes capable of live cell G4 imaging bring a suitable complementarity to the available rG4 tools^23,27^. On the other hand, studies based on RNA structure probing can provide a more quantitative measurement of rG4 folding in living cells. One such method is based upon the ability of 2-methylnicotinic acid imidazolide (NAI) to selectively acylate the 2′-hydroxyl of 3ʹ-terminal G residues within G-tracts when an rG4 is in a folded state. The resulting 2ʹ-O-acylated nucleotides can cause stalls during reverse transcription (RT) and be quantified by high-throughput sequencing of truncated cDNAs^26,28^. A second method uses dimethylsulfate (DMS) to methylate the N7 position of G residues, which is on the Hoogsteen face and only becomes inaccessible when it is involved in H-boding as part of an rG4 structure^28^ (Fig. 1a). Once methylated at N7 position, these G nucleotides can no longer participate in rG4s in vitro, thereby alleviating RT stalling by folded rG4 structures. Both methods have previously been applied to the poly(A)^+^ transcriptome. The results have shown that, although a large fraction of mammalian mRNAs contain one or more regions that can readily assemble rG4s in vitro, they are overwhelmingly unfolded in yeast and mammalian cells^28^. Because DMS and SHAPE reagents at high concentrations can also potentially influence G4 folding in cells^29^, the procedure must be calibrated such that the measurement stays within the dynamic range. Recent studies using the same chemical probing methods have shown substantial levels of folded rG4s in *Arabidopsis*^26,30^, further validating that chemical probing does not preclude the detection of rG4s in vivo. Collectively, previous studies have led to a revised model of rG4 folding in mammalian cells in which a large number of potential rG4 sequences may undergo transient folding and unfolding.

The prevalence of mammalian rG4s and their predominantly unfolded steady state under normal conditions raise the possibility that their folding may be regulated by cellular and/or environmental stress signals. In this work, we found that rG4 folding was induced by stress in human cells. Using DMS probing followed by high-throughput sequencing and RT stall analysis, we identified hundreds of folded rG4s in cells under stress. We developed and applied a small-molecule probe to selectively pull down rG4s from the cellular transcriptome and validated our findings of stress-induced rG4s. To elucidate the functions of stress-induced rG4 folding, we found that mRNAs containing 3ʹUTR rG4 structures were more stable under starvation. Lastly, stress-induced global rG4 folding was reversed upon the removal of stress. These results suggested dynamic and potentially widespread functions of rG4s in regulating mRNA metabolism as part of the cellular stress response.

## Results

### Elevated rG4 folding in human cells under stress

To test whether rG4 folding is regulated by cellular stresses, human osteosarcoma (U2OS) cells were fixed and probed with a G4-specfic antibody (BG4)^25^, which showed predominantly nuclear and a relatively low level of cytoplasmic staining (Fig. 1b). When U2OS cells were cultured in starvation media (Hank’s balanced salt solution, HBSS) for 2 h before fixation, BG4 signal intensity was significantly increased in the cytoplasm but not in the nucleus (Fig. 1b, c), suggesting that cytoplasmic rG4s became more folded upon starvation. To test whether other cellular stresses could also induce rG4 folding, we induced oxidative stress in U2OS cells by treating them with 100 µM sodium arsenite for 1 h and observed ~2-fold increase in BG4 signal intensity in the cytoplasm (Fig. 1b-c). We also observed a ~2-fold increase in BG4 signal under cold stress (Supplementary Fig. 1). As validations for the specificity of BG4, known rG4-stabilizing ligands carboxypyridostatin (cPDS) and pyridostatin (PDS) also enhanced BG4 staining **(**Fig. 1b-c). While DNase I treatment reduced BG4 signal in the nucleus, cytoplasmic BG4 signal was resistant to DNase I but was instead sensitive to RNase A treatment (Fig. 1d). In contrast, RNase T1, which targets guanines in unfolded RNA regions, had a minimal effect in reducing BG4 signals, further indicating that the increased cytoplasmic BG4 signal under stress was due to rG4 folding. Similar results were observed using transformed African green monkey kidney COS7 cells (Supplementary Fig. 2).

Since BG4 has been reported to also cross-react to a lesser extent with non-G4 motifs^31^, we applied two additional complementary methods to assess whether the observed BG4 signal indeed represented folded rG4s in cells. First, we stained cells with a G4-specific QUMA-1 dye^23^, which showed enhanced signals in cytoplasm upon starvation (Fig. 1e). As expected, cytoplasmic QUMA-1 signal was sensitive to RNase A but resistant to DNase I treatment (Fig. 1e). Second, we utilized the inherent peroxidase-like activity of hemin-bound G4s^32,33^ to further confirm the stress-responsive nature of rG4s in human cells (Fig. 1f). When sensitized with a peroxide, rG4-hemin complexes can cause self-biotinylation. After validating the G4-specific biotinylation activity of RNA-hemin complexes in vitro (Supplementary Fig. 3), we treated U2OS cells with hemin, biotin-tyramide, and H_2_O_2_, and quantified the level of biotinylation by using a streptavidin (SA) antibody (Fig. 1g). Indeed, increased biotinylation signals were observed in starved cells, confirming our finding of stress-induced rG4 folding.

### Identification of stress-induced rG4s by DMS probing

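RT-stop profiling maps the nucleotides at which reverse transcriptase (RT) halts. U2OS is a human osteosarcoma cell line, and its poly(A)-selected mRNA was cut into short fragments, ligated to an adapter and reverse transcribed, so that the end of each cDNA marks one RT stop. Of the 6 libraries of the study, 2 were made without dimethyl sulfate (DMS), with RT in 150 mM K+ or in 150 mM Na+. The paper's methods name Li+ beside K+ for RT, whereas its results and the sample labels name Na+, which was used here. There was 1 library per condition and no replicate, so differences between conditions have no replicate check and the intervals given here cover counting error only. The authors removed duplicate reads, trimmed barcodes and adapters, and mapped the reads to an hg19 transcriptome without mismatches and at unique positions. They deposited, for each transcript nucleotide with at least 3 RT stops, the number of stops and its ratio to a mean stop count of the transcript. Nucleotides that are not listed were taken as 0. The listed RT stops summed to 35371061 over 4442220 nucleotides in the library labelled K+ and to 33507714 over 4204139 nucleotides in the library labelled Na+. In the files, the deposited ratio is relative to the nucleotides of the same base in the transcript. The mean over the entire transcript, as in the methods, was therefore rebuilt from these means and the base composition of the transcript, and the stop count over this mean is the RT-stop enrichment score (E). Transcripts entered with a mean of at least 1 stop per nucleotide, which held for 3913 transcripts in the library labelled K+ and 3803 in the library labelled Na+. Of 11031 RefSeq transcripts with at least 15 listed bases, 10429 were matched by those bases to GENCODE release 44 on GRCh37 (hg19), which gave their sequence, untranslated regions (UTRs) and coding sequence. The sample labels of these 2 libraries and the names of their deposited files contradict each other about the cation used in RT. The libraries are therefore called by their labels, and each result is given first by the labels and then with the library labelled Na+ used as K+.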

To systematically investigate rG4s that are folded in U2OS cells under stress, we first used an RT-stop profiling approach to identify endogenous rG4 regions in the transcriptome^28^ (Fig. 2a). During primer extension, rG4s cause RT stalling in a K^+^-dependent manner, generating truncated cDNA fragments that can be sequenced in a high-throughput manner. 

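In the library labelled K+, 7975 nucleotides were strong RT stops (E of at least 10), and 2042 of them were G, a share of 25.6% (95% Wilson interval 24.7 to 26.6%). Strong stops were most often at A (40.8%), followed by G, U (18.9%) and C (14.7%). Of all 3528565 nucleotides with listed RT stops in this library on the same transcripts, each counted once, 23.4% were G. The library labelled Na+ had 11532 strong RT stops, of which 6414 (55.6%, interval 54.7 to 56.5%) were at G and 22.5% at A, whereas 23.6% of its 3324791 nucleotides with listed RT stops were G. The 2 libraries thus had nearly equal shares of G among all such nucleotides and differed among strong stops by far more than the counting error. In the library labelled Na+ the share at G moved most with the threshold, to 27.4% at an E of at least 5 and 82.9% at an E of at least 20. In the library labelled K+ it was 22.8% and 27.3% at these thresholds.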

As expected, strong RT stops (≥10-fold higher than average RT stop counts within the same transcript) were highly enriched (70%) at G nucleotides (Fig. 2b), indicating that rG4s present the primary barrier for RT. 

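RT stops were compared between the 2 libraries without DMS on transcripts past the minimum in both. By the labels, 1218 strong stops had an E at least 2-fold higher in the library labelled K+ than in the library labelled Na+. G made up 265 of them, 21.8% (95% Wilson interval 19.5 to 24.2%), against 1660 of 6196 (26.8%) among the other strong stops of that library (two-sided Fisher's exact test over positions, p = 0.000229). With the library labelled Na+ used as K+, 5440 strong stops were at least 2-fold stronger, and 4620 of them (84.9%, interval 84.0 to 85.9%) were at G, against 1629 of 5919 (27.5%) among the other strong stops (same test, p at the smallest value recorded, 1e-300). These tests compare positions in 1 pair of libraries and not replicated conditions, and they take neighbouring stops on a transcript as independent. The direction of the difference between the libraries therefore depends on which of them was made in K+. Among stops at G on matched transcripts, the 45 nt ending at the stop held 4 runs of at least 3 G with loops of up to 7 nt in 1176 of 4471 stops (26.3%, interval 25.0 to 27.6%) that were 2-fold stronger in the library labelled Na+. The same motif preceded 9 of 245 stops (3.67%, interval 1.94 to 6.83%) that were 2-fold stronger in the library labelled K+. With runs of at least 2 G and loops of up to 9 nt, it preceded 3971 of 4471 stops (88.8%, interval 87.9 to 89.7%) in the first group and 23 of 245 (9.39%, interval 6.34 to 13.7%) in the second. Among 1491 stops at G under 2-fold stronger in the library labelled Na+ than in that labelled K+, the shares were 1.14% and 12.5% (interval 11.0 to 14.3%). The second group was above these stops for runs of at least 3 G but not for runs of at least 2 G. The excess in the first group argues against the sample labels of this pair, since the paper describes RT stalling at rG4s as dependent on K+. Stops at G merged within 30 nt of each other on a transcript are called rG4 regions here. There were 252 of them on 192 transcripts by the labels, and 2401 on 1423 transcripts with the library labelled Na+ used as K+.

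**Figure D1:**
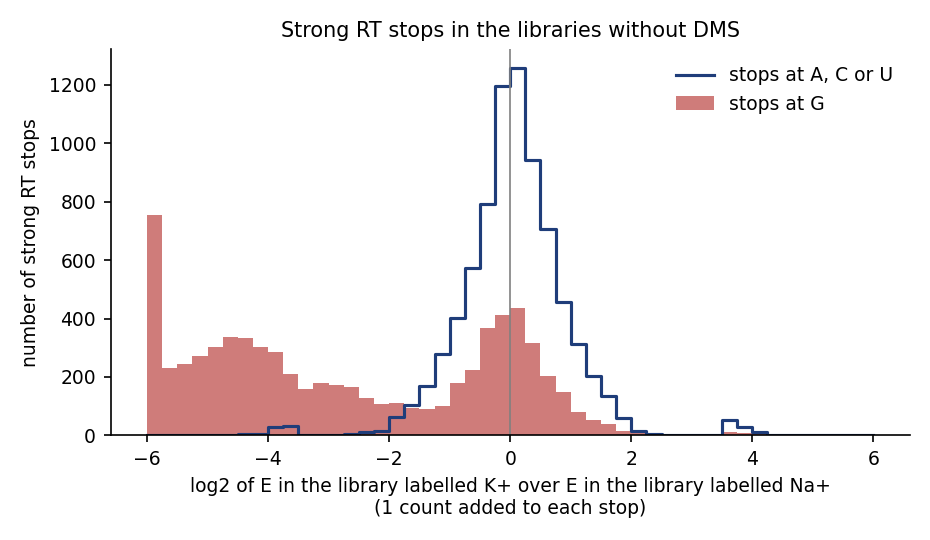
Number of strong RT stops (E of at least 10 in either library) against the log2 ratio of E in the library labelled K+ to E in the library labelled Na+, with 1 count added at each stop, for stops at G (bars) and at other nucleotides (line). The first bar holds every stop with a ratio under -5.75. Stops at A, C and U centre on 0, and stops at G have a broad second group on the left, where E is higher in the library labelled Na+.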

Consistent with the stabilization of rG4 structures by K^+^, the fraction of RT stops at G nucleotides was even higher (86%) among the 2,224 RT stops that were ≥2-fold stronger in K^+^ compared to Na^+^. In agreement with a previous study^8^, rG4 regions were significantly enriched in 3′ UTRs, with 72% rG4 RT stops compared to 42% of all RT stops residing in 3′ UTRs (Fig. 2c).

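Positions were assigned from the GENCODE annotation of the matched transcripts. By the labels, 1373510 of 3422484 nucleotides with listed RT stops (40.1%) in the library labelled K+ lay in 3′ UTRs, each counted once. Weighted by the stop count, the share was 37.1%. Of the K+-dependent stops at G, 145 of 247 (58.7%, 95% Wilson interval 52.5 to 64.7%) lay there, against 2738 of 5680 (48.2%) of the strong stops that were not K+-dependent (two-sided Fisher's exact test over positions, p = 0.0014). When the library labelled Na+ was used as K+, the share among all nucleotides with listed RT stops was 39.7% (1281796 of 3225428). The share among K+-dependent stops at G was 63.5% (2845 of 4478, interval 62.1 to 64.9%), against 46.7% (2522 of 5401) of the other strong stops (same exact test, p = 3.61e-63). The remaining K+-dependent stops at G in this assignment were 1067 in coding sequence, 505 in 5′ UTRs and 61 in noncoding RNAs, and 142 more were on transcripts without a match. With strong stops defined at an E of at least 5, the share of rG4 stops in 3′ UTRs was no longer above that of the other strong stops under either assignment (48.2% by the labels and 50.4% with the library labelled Na+ used as K+). The paper reads the share of strong stops at G as rG4s being the primary barrier for RT, and relates the higher share among stops that are stronger in K+ to the stabilization of rG4s by K+.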

**Fig. 2:**
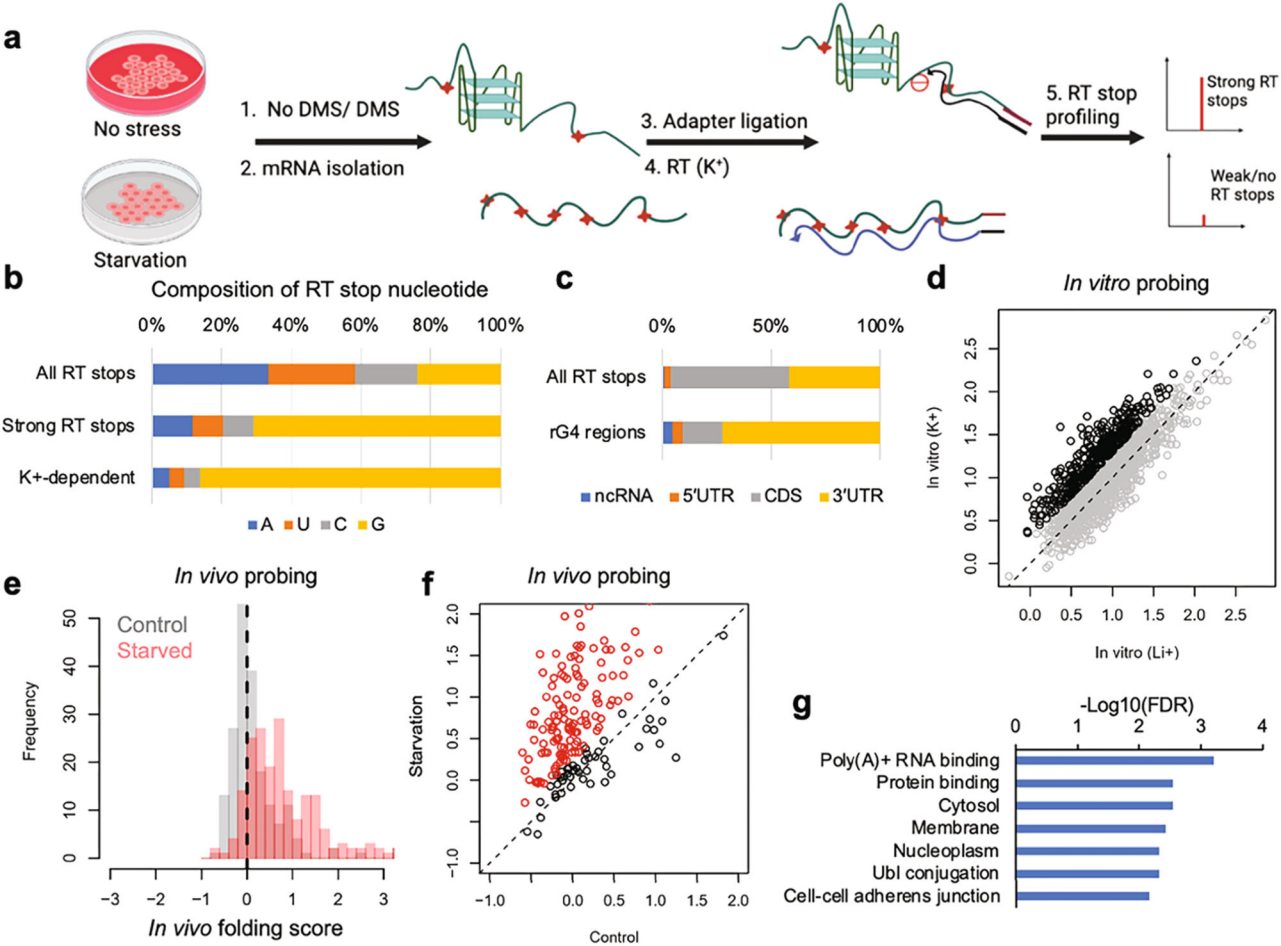
DMS-mediated unbiased structure probing shows mRNA rG4s are folded under stress in vivo. **a** A schematic of DMS-seq and RT-stop profiling to identify the bonafide rG4s in U2OS cells under starvation stress. **b** RT stops are highly enriched at G residues. **c** RT stops are selectively enriched in mRNA 3'UTRs. **d** On average, RT stops in 150 mM K^+^ folding followed by DMS-modified mRNA are 1.6-fold stronger than that in 150 mM Li^+^ folding followed by DMS-modified mRNA. rG4 regions showing ≥2 fold difference in DMS accessibility between K^+^ and Li^+^ conditions are shown in black. **e**, **f** in vivo rG4 folding increases significantly in starved U2OS cells as compared to unstressed cells. **g** mRNAs containing starvation-induced folded rG4s are enriched in those encoding RNA-binding proteins, ubiquitin ligases, and both cytosolic and membrane proteins.

Next, we quantified the folding states of these endogenous rG4 regions in vitro and in vivo using DMS probing. 

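For the in vitro probing, poly(A)-selected mRNA was folded in 150 mM K+ or 150 mM Li+, modified with DMS and reverse transcribed in 150 mM K+, with 1 library for each cation. Li+ does not stabilize G-quartets and serves as the unfolded reference. The 2 libraries were processed by the authors in the same way as those without DMS. The listed RT stops summed to 21480565 in the library folded in K+ and to 31174408 in the library folded in Li+, and 2767 and 3615 transcripts had a mean of at least 1 stop per nucleotide. Each rG4 region was represented by its strongest stop in the K+ library without DMS, and regions were compared where that stop was listed in both in vitro libraries and the transcript passed the minimum in both. Because E is relative to the transcript mean, the difference in depth between the libraries is divided out, but weak stops fall under the listing limit more often in the smaller library. By the labels, fewer than 100 regions were left at the first in vivo step, so the minimum for the DMS libraries was lowered to 0.25 stops per nucleotide in that assignment, as fixed before the data were examined. The same rule lowered it with the library labelled Na+ used as K+ in the alternatives with an E of at least 20 and with thinned libraries. It was not applied in the alternatives that set another transcript minimum for every library.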

As mentioned above, DMS methylates the N7 positions of G nucleotides that are accessible and not engaged in G-quartets, thereby reducing RT stalling during primer extension. In contrast, the N7 positions in G-quartets are protected from DMS (Fig. 2a). Indeed, polyA-selected mRNAs folded and DMS-modified in the presence of 150 mM K^+^ caused on average 1.6-fold stronger RT stops than those folded and DMS-modified in the presence of 150 mM Li^+^ (Fig. 2d). 

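By the labels, 85 rG4 regions were covered in both in vitro libraries, and E was on geometric average 0.996-fold that in Li+ when folded in K+ (95% bootstrap interval over regions 0.890 to 1.12). The ratio was above 1 in 44 regions (51.8%). The median log2 ratio was 0.04, at the 58.3 percentile of 10000 random lists of strong stops that were not K+-dependent, matched on transcript mean. With the library labelled Na+ used as K+, 868 regions were covered and E was 1.46-fold higher in K+ than in Li+ (interval 1.41 to 1.52). The ratio was above 1 in 644 regions (74.2%), with quartiles of 0.987 and 2.14. The median log2 ratio was 0.47, and in the matched lists it ranged from -0.09 to 0.06, so no list reached that of the rG4 regions. Regions are not replicates, and the lists describe these libraries only. The average depended on how it was taken. In the second assignment, the arithmetic mean of the ratios was 1.76, the ratio of the summed E 1.72 and the median 1.38.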

335 out of 1,346 (25%) rG4 regions showed ≥2 fold difference in DMS accessibility between K^+^ and Li^+^ conditions (Fig. 2d, black), which we carried forward for in vivo DMS probing analysis.

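By the labels, the stop was at least 2-fold stronger in K+ than in Li+ in 9 of the 85 covered rG4 regions (10.6%, 95% Wilson interval 5.67 to 18.9%), and 12 regions were at least 2-fold stronger in Li+. When the library labelled Na+ was used as K+, 247 of 868 regions (28.5%, interval 25.6 to 31.5%) were at least 2-fold stronger in K+ and 20 in Li+. In that assignment the share lay between 19.4%, with strong stops defined at an E of at least 5, and 31.3%, with an E of at least 20, where the minimum for the DMS libraries was 0.25. The paper reasons that Gs engaged in G-quartets are protected from DMS at N7, whereas methylation of accessible Gs reduces RT stalling, and it carried the regions with this difference forward to the in vivo probing.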

To quantify rG4 folding in vivo, we performed DMS probing in U2OS cells under either basal or starvation conditions and calculated the in vivo folding scores for each of 196 rG4 regions with sequencing coverage under both conditions. 

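In vivo, U2OS cells in growth medium (unstressed) or after 2 h in Hank's balanced salt solution, which supplies salts and glucose but no amino acids or serum (starved), were treated with 8% DMS for 5 min, and 1 library was made for each. The listed RT stops summed to 12999691 in the unstressed and 24014417 in the starved library, and 1766 and 2318 transcripts had a mean of at least 1 stop per nucleotide. The in vivo folding score was calculated for each region as the E in vivo minus the E in vitro in Li+, over the E in vitro in K+ minus the E in vitro in Li+, so that 0 stands for the Li+ state and 1 for the K+ state. With the library labelled Na+ used as K+, 117 of the 247 regions lay on transcripts past the minimum in both in vivo libraries, in 104 genes. They comprised 63 regions in 3′ UTRs, 37 in coding sequence, 9 in 5′ UTRs, 6 in noncoding RNAs and 2 without a match. Scores under 0 or above 1 lie outside the Li+ and K+ states and give no degree of folding. The counts behind each score were small. The median number of stops per region was 22 in vitro in K+, 9 in Li+, 3 in unstressed and 8 in starved cells, and the stop was listed in unstressed cells for 65 regions and in starved cells for 100. By the labels, 9 regions were covered, 3 of them at the first minimum. DMS also methylates A and C and blocks RT there, which gives a measure of the modification in each library. On 1347 transcripts with a mean of at least 1 in all 6 libraries, the median share of RT stops at A or C was 50.7% and 50.2% without DMS, 77.0% in vitro in K+, 76.9% in Li+, 83.4% in unstressed and 73.7% in starved cells. It was lower in starved than in unstressed cells on 1346 of the 1347 transcripts.

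**Figure D2:**
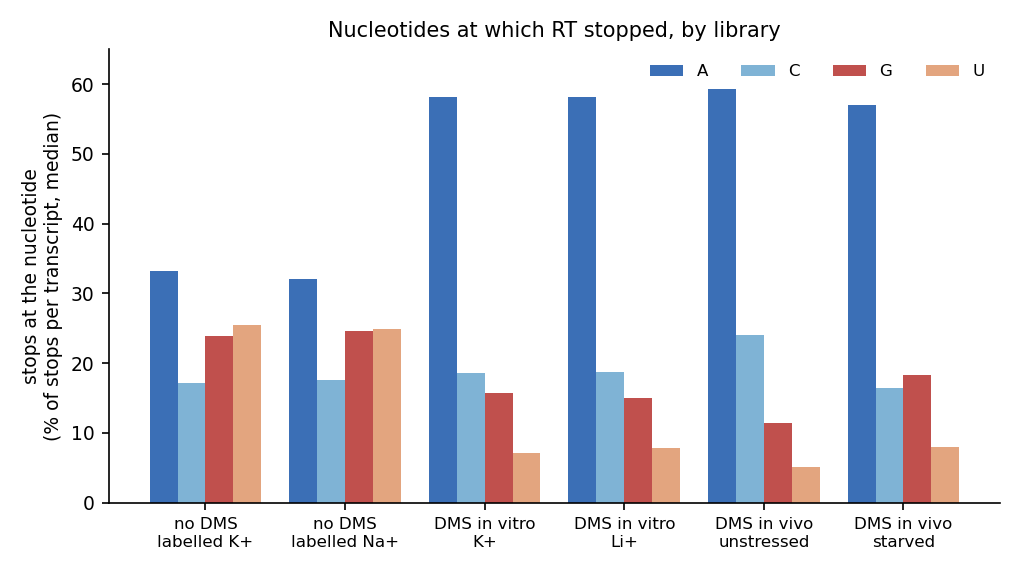
Median over 1347 transcripts of the share of RT stops at each nucleotide (bars, in percent of the stops of the transcript) in the 6 libraries, each of 1 sample. Stops at A make up 33.2% and 32.0% without DMS and 59.3% in unstressed cells, and the share at G is 11.5% in unstressed and 18.4% in starved cells.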

Consistent with previous results^28^, the vast majority of rG4 regions in unstressed cells in vivo were highly accessible to DMS modifications, with a median folding score of −0.01, indicating that they were in a predominantly unfolded steady state similar to the in vitro state without K^+^. 

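By the labels, the median folding score in unstressed cells was 0.11 over 9 regions, with a 95% order-statistic interval over regions from -0.59 to 1.36. It was not resolved from either reference state. In this assignment 9 regions were at least 2-fold stronger in K+ than in Li+ in vitro, and 12 were in Li+. The in vitro criterion thus selected no more regions than its reverse, so these scores give no measure of folding in unstressed or starved cells. When the library labelled Na+ was used as K+, the median was -0.285 over 117 regions (interval -0.40 to -0.22). The quartiles were -0.54 and -0.06. The score was under 0 in 93 regions (79.5%) and above 0.5 in 8 (6.84%). The stop was listed in unstressed cells for 65 of the 117 regions. Elsewhere it entered with an E of 0, which puts the score under 0 whatever the folding. With nucleotides not listed counted as 2, chosen after seeing the data, the median was -0.10. In this assignment the median moved most with the rule for coverage, and it was -0.06 over 114 regions when the stop itself had to be listed in both in vivo libraries in place of the in vivo transcript minimum.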

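In starved cells, the median folding score by the labels was 1.01 over the same 9 regions, with a 95% order-statistic interval over regions from -0.18 to 1.88 that overlaps that of unstressed cells. With the library labelled Na+ used as K+, the median of the same 117 regions was 0.30 (interval 0.17 to 0.45), and the quartiles were -0.06 and 0.77. The score was above 0.5 in 42 regions (35.9%). In this assignment the intervals of the unstressed and starved medians do not overlap, but they cover variation between regions and not between cell cultures, of which each condition had 1. The median was 0.70 when the stop had to be listed in both in vivo libraries in place of the in vivo minimum, 0.16 when E was taken relative to U and G nucleotides only, and 0.12 when E was scaled in each DMS library to stops at G that were similar in both libraries without DMS. The stops of the regions were stronger in starved cells by a median log2 ratio of 1.47 (1 count added at each stop). Random matched lists of strong stops that were not K+-dependent gave 0.45 (middle 95% of 10000 lists 0.26 to 0.63), and lists restricted to stops at G gave 0.81 (0.66 to 0.99). None of the 10000 lists of either kind reached the value of the rG4 regions. By the labels, the median log2 ratio was 0.97, at the 87.8 percentile of the matched lists and the 60.5 percentile of the lists restricted to stops at G.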

Strikingly, we observed strong protection of rG4 regions from DMS modifications after starvation, resulting in a median in vivo folding score of 0.64, suggesting that many rG4s became substantially more folded (Fig. 2e). 

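By the labels, the folding score was higher in starved than in unstressed cells by at least 0.25 in 6 of 9 regions (66.7%, 95% Wilson interval 35.4 to 87.9%) and lower by at least 0.25 in 2. When the library labelled Na+ was used as K+, it was higher in 78 of 117 regions (66.7%, interval 57.7 to 74.6%) and lower in 3. In that assignment, with E relative to U and G nucleotides only, the share was 52.9%. It was lowest, 48.2%, with E scaled to stops at G that were similar in both libraries without DMS. With the stop listed in both in vivo libraries in place of the in vivo minimum it was 80.7%. The highest share was 85.8%, with at least 10 in vivo counts at the stop in place of that minimum. That filter adds the counts of both in vivo libraries. With the starved library the deeper, it favours stops that are strong in starved cells. In a two-sided Fisher's exact test per region, of stops at the site against the rest of the transcript in the 2 in vivo libraries, 3 of 9 regions by the labels and 43 of 117 regions in the other assignment had a Benjamini-Hochberg adjusted p-value under 0.05, and all of them were stronger in starved cells. This test compares the 2 libraries and not the conditions. From the shift of the median score, the paper proposes that many rG4s became substantially more folded after starvation. The following regions are from the assignment with the library labelled Na+ as K+. In APP, the amyloid precursor protein mRNA, the stop lies in the 3′ UTR in exon 18 of 18, at position 27253245 of chromosome 21 (GRCh37, minus strand). The 45 nt ending there (27253245 to 27253289) read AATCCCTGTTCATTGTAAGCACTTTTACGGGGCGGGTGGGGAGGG in mRNA sense. Its stop count was 2194 (E of 308.3) in the library labelled Na+ and 64 (E of 9.72) in the library labelled K+, 199 in vitro in K+ and 76 in Li+, and 21 in unstressed and 123 in starved cells. The folding score of APP was -0.16 in unstressed and 2.51 in starved cells (Fisher's exact test, adjusted p = 3.25e-36). The starved score lies beyond the K+ state, since E was 94.3 in starved cells and 45.5 in vitro in K+. The mean of the APP transcript was 2.591 stops per nucleotide in unstressed and 1.305 in starved cells. In LMNB1, the stop at position 126172612 of chromosome 5 (plus strand, 3′ UTR, exon 11) followed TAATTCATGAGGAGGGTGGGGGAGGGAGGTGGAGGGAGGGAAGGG and had 13 stops in unstressed and 42 in starved cells, with scores of 0.12 and 1.64 (Fisher's exact test, adjusted p = 0.000329). APH1A had 2 rG4 regions in its 3′ UTR, and one passed the in vitro criterion. Its stop was listed with 19 counts in starved cells and was not listed in unstressed cells, where the score was -0.62, against 1.27 in starved cells (Fisher's exact test, adjusted p = 3.71e-07). The 3′ UTR regions of HIRA and CDKN1B were not scored. The transcript mean of HIRA was 0.186 stops per nucleotide in starved cells, under the minimum, and the CDKN1B region was 1.85-fold stronger in K+ than in Li+. Their stops were listed with 19 and 10 counts in starved cells and not in unstressed cells. ACTB, a control mRNA, had no rG4 region. Its strongest stop in the library labelled Na+, at G in the 3′ UTR, had an E of 2.96 in unstressed and 11.5 in starved cells. This stop followed the motif with runs of at least 2 G. The strongest ACTB stop in the library labelled K+, at C, had an E of 28.8 in unstressed and 26.2 in starved cells. Of the 28 regions with at least 20 stops in each in vitro library, the largest rises were in IPO7 (score higher by 3.04), APP (2.67), LMNB1 (1.52), TMED9 (1.32) and RAD23B (1.30), all in 3′ UTRs, and none of the 28 fell. Each of these named rises ended beyond the K+ state, at starved scores of 2.33, 2.51, 1.64, 1.05 and 1.035 in the same order. The IPO7 stop was not listed in unstressed cells. The smallest rises were in HNRNPU (0.05), NUCKS1 (0.18) and SRP72 (0.21). The score of HNRNPU fell by 0.60 with E relative to U and G nucleotides.

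**Figure D3:**
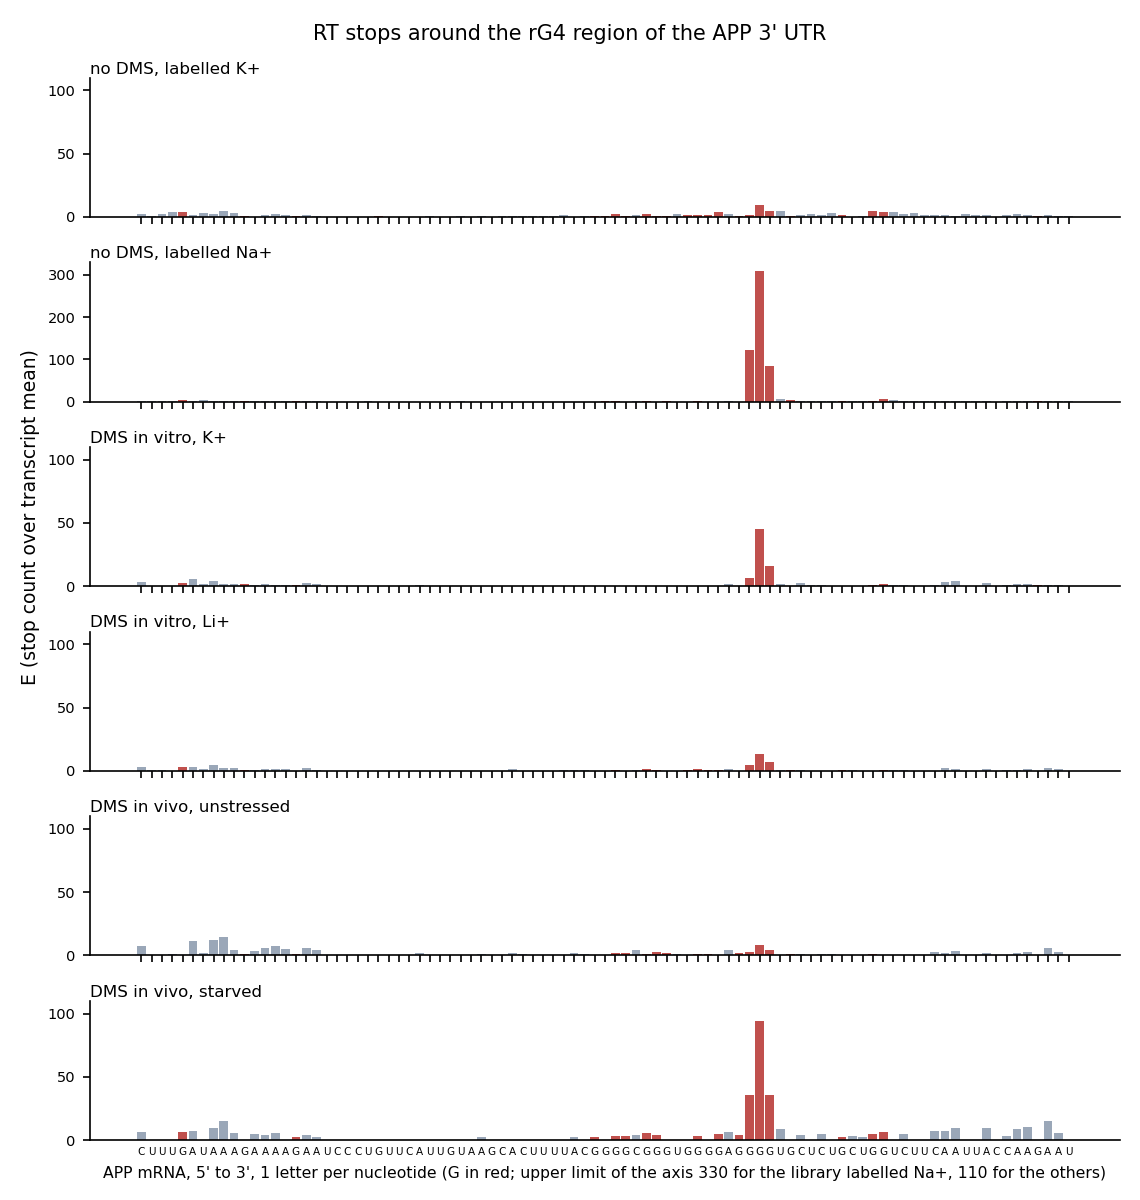
E at each nucleotide of the APP mRNA from 60 nt before to 30 nt after the stop of its rG4 region, in the 6 libraries, each of 1 sample (bars; G in red). The bar at the stop reaches 308.3 in the library labelled Na+, 45.5 in vitro in K+ and 94.3 in starved cells, against 13.2 in vitro in Li+ and 8.11 in unstressed cells.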

Starvation-induced rG4 folding was widespread, with 72% rG4s showing an increase of in vivo folding scores of ≥0.25 (Fig. 2f). mRNAs containing starvation-induced folded rG4s were enriched in those encoding RNA-binding proteins, ubiquitin ligases, and both cytosolic and membrane proteins (Fig. 2g). Collectively, our unbiased DMS-seq analysis showed that starvation-induced widespread and stable folding of rG4 structures, raising the possibility that they may regulate mRNA metabolism in a stress-dependent manner.

### In vitro validation of rG4 formation by selected mRNA oligos

To verify the capability of DMS-seq-identified mRNA 3′ UTR G-rich regions to fold into rG4s, we analyzed the circular dichroism (CD) spectroscopy characteristics of respective RNA oligos derived from identified putative rG4s under rG4-permissive and non-permissive conditions. All tested candidates showed expected CD characteristics of rG4s under rG4-permissive conditions (Supplementary Fig. 4). In addition, we performed electromobility gel shift assays and verified their G4 forming ability by using a G4-specific dye, N-methyl mesoporphyrin IX (NMM), which selectively binds parallel G4s and can detect rG4s in acrylamide gels^34,35^. Surprisingly, NMM stained some rG4-oligo bands under both G4-permissive (K^+^) and non-permissive (Li^+^) conditions. In fact, these oligos were stained by NMM even under denaturing conditions, suggesting the metastable nature of these rG4s (Supplementary Fig. 5 and Fig. 3b). Additionally, we performed NMM-based fluorescence assays, which showed enhanced fluorescence of rG4-NMM complexes (Supplementary Fig. 6), further supporting the rG4-forming ability of candidate rG4s.

**Fig. 3:**
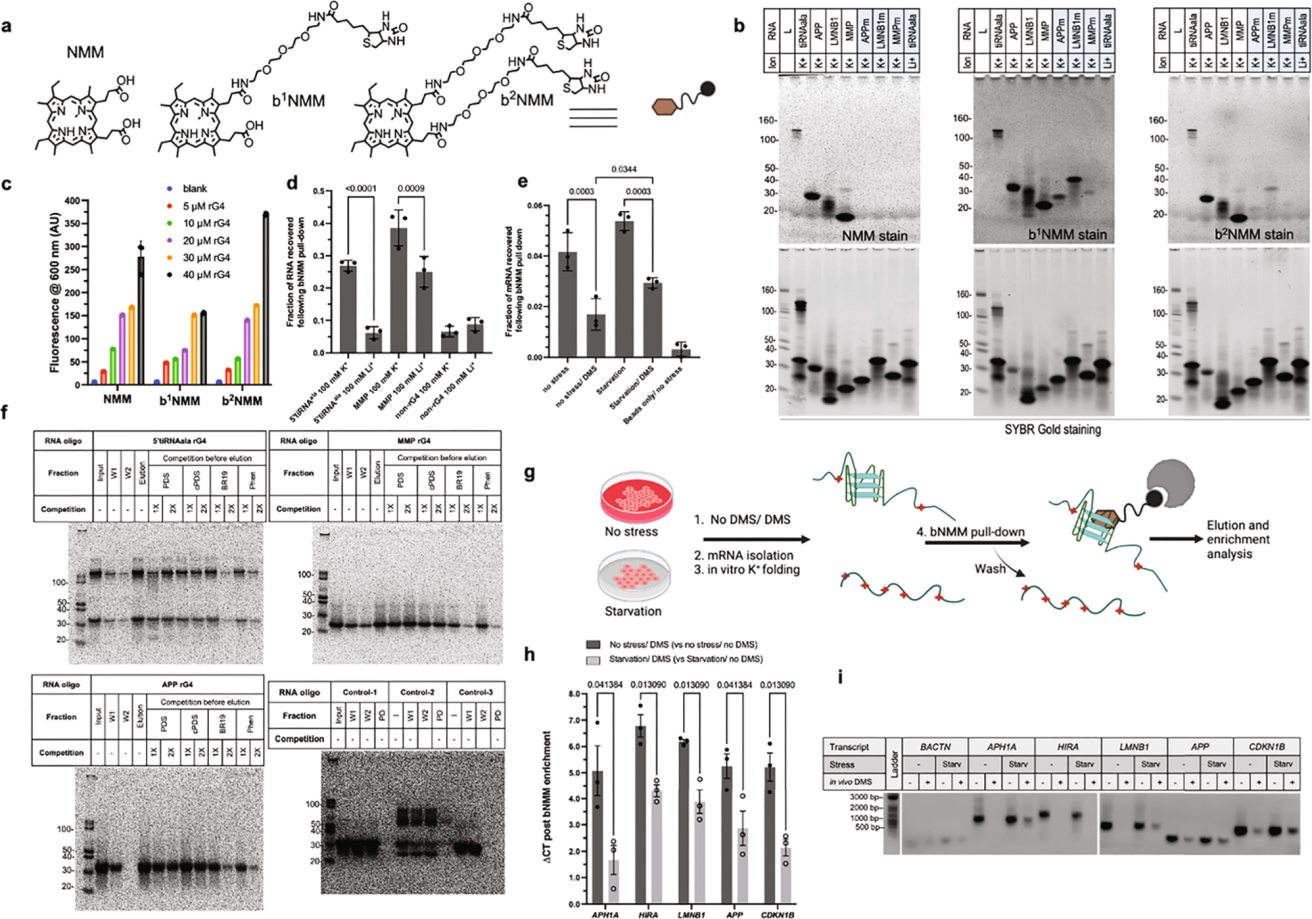
Biotin-functionalized NMM (bNMM) as a selective probe to pull down RNA G-quadruplexes. **a** Chemical structure of NMM, a parallel G4 specific porphyrin (right) and biotin functionalized NMMs (synthesis and characterization in SI). **b** gel staining demonstrates double biotinylated NMM shows similar rG4 staining behavior as its parent compound while the single biotinylated version is less selective, ladder represents RNA size marker with molecular weight in Dalton. **c** Biotin functionalized NMMs show similar G4 affinity as their parent compound in NMM fluorescence assay, 5' tiRNA^ala^ G4 is used for the selectivity test since 5' tiRNA^ala^-NMM interaction characterization has been already established, data are presented as mean values + /- SD, *n* = 3. **d** Validation of bNMM-based rG4 pull-down approach using synthetic rG4 and control oligos, data are presented as mean values + /− SD, *n* = 3, ordinary One-way ANOVA, pairwise comparison, and adjusted *p*-values are provided. **e** Validation of bNMM-rG4 pull-down approach using cellular mRNA. This also affirms that more Gs are protected from DMS reactivity under starvation stress, data are presented as mean values + /− SD, *n* = 3, ordinary One-way ANOVA, pairwise comparisons, and adjusted *p*-values are provided. **f** Competition of G4 bound bNMM with several G4 interacting small molecules. BRACO19 and PhenDC3 were able to compete off bNMM from the bNMM-rG4 complex in dose-dependent manner (1X = 2.5 µM, 2X = 5 µM). On the other hand, PDS and cPDS were unable to compete off bNMM under the test conditions (W1- wash 1, W2- wash 2, BR19- BRACO-19, Phen- PhenDC3), ladder represents RNA size marker with molecular weight in Dalton. **g** Schematic of cellular rG4 enrichment and their quantification. Cellular mRNA (with or without the starvation stress and with (+) and without (-) the DMS reaction) was isolated and folded in presence of K^+^ before mixing with bNMM beads. The captured mRNA pool was eluted, and reverse transcribed, and the enrichment was quantified using qPCR and PCR. **h** Candidate mRNAs from DMSeq experiments show a higher abundance in the mRNA isolated from DMS-treated stressed cells, clearly indicating their folding into rG4s in vivo. A smaller difference in ΔCT values under starvation condition indicated rG4 enrichment under such conditions. Data are presented as mean values + /− SD, *n* = 3, Multiple unpaired *t*-tests, and q values are provided. **i** RT-PCR amplicons were run in the agarose gel electrophoresis to visualize the difference in the bNMM bound mRNA under similar conditions as in **h**, ladder represents DNA base pair molecular marker with weight in Dalton, source image Supplementary Fig. 7.

### Biotinylated N-methyl mesoporphyrin IX (bNMM) as a tool to capture cellular rG4s

To validate DMS-seq-identified folded rG4 candidates, we developed a probe that can capture folded rG4s from cell lysates. Because NMM preferentially binds to parallel G4s, we reasoned that biotin modification of NMM could provide a convenient tool for selective pull down of folded rG4 from total RNAs. A similar approach has been used to selectively pull down parallel DNA G4s^36^. Two biotinylated derivatives of NMM (bNMM), namely a single-biotinylated NMM (b^1^NMM) and a double-biotinylated NMM (b^2^NMM) were synthesized (Fig. 3a) with 18-atom long linker(s) to provide enough space to interact with large RNA molecules (Synthesis and characterization details are provided in supplementary materials).

To test whether the biotinylated derivatives impacted the ability of NMM to recognize the rG4s, we first compared their fluorescence behavior when bound to 5' tiRNA^ala^ (tRNA^ala^-derived stress-induced 5' RNA) rG4s, which have previously been used as a benchmark to study rG4-NMM interactions^37^. b^2^NMM showed comparable fluorescence behavior with that of unmodified NMM (Fig. 3c), as demonstrated by a comparable selectivity in rG4 recognition for gel staining (Fig. 3b) and was chosen for further downstream applications. To test the utility of bNMM as rG4 pull-down probes, we compared the binding and elution behavior of previously well-characterized rG4s–(5' tiRNA^ala^ rG4^35^ and MT3 matrix metalloproteinase mRNA rG4– MMP^38^), and control oligos (Supplementary Table 1). The oligos were folded under G4 permissive (K^+^) or non-G4 permissive (Li^+^) conditions and allowed to equilibrate with streptavidin-agarose bound bNMM (bNMM beads). After several washes, the bound RNA was eluted and spectrophotometrically quantified. As presented in Fig. 3d, we observed a significant enrichment of bNMM pulled-down oligos under G4-permissive conditions, validating the selectivity of streptavidin-bound bNMM beads to pull down rG4s. Next, we used this approach to capture rG4-containing mRNAs from stressed and unstressed cells with or without DMS treatment. The spectrophotometric quantification of bNMM-bound and eluted mRNAs showed higher amount of RNA recovered from stressed cells, consistent with the finding that cellular rG4s were more folded under starvation conditions (Fig. 3e). To further validate that the interaction of bNMM with the G-rich RNA was truly based on NMM-rG4 interaction, we performed competition experiments where bNMM-rG4 complexes were challenged with known rG4-interacting ligands before the elution step (Fig. 3f). While PDS and cPDS were unable to efficiently compete rG4s off of bNMM (presumably due to differences between their binding affinities towards tested rG4s, and/or due to the difference in the binding sites), BRACO-19 and PhenDC3 ligands competed off NMM from rG4-NMM complexes (Fig. 3f).

If an rG4 region is folded in vivo, the N7 position of constituent Gs would be protected from DMS, which in turn allows such sequence to fold back to rG4 under G4 permissive condition (150 mM K^+^) in vitro. Consequently, bNMM capture of rG4-containing RNAs from total mRNA isolated from unstressed cells with or without the DMS treatment versus those from the stressed cells, and their subsequent elution and quantification provides a snapshot of relative rG4 folding of individual mRNA in vivo. As schematically represented in Fig. 3g, total mRNA was isolated from U2OS cells under various conditions and was folded in presence of 150 mM KCl. Folded total mRNA was incubated with bNMM beads to capture rG4-bearing mRNAs. Bound mRNA was eluted, and the relative abundance of bNMM-bound mRNA was determined using reverse transcription-quantitative polymerase chain reaction (RT-qPCR) and RT-PCR (Fig. 3h-i). Consistent with our DMS-seq results, these experiments showed that a higher fraction of rG4-forming mRNAs were inaccessible to DMS during starvation and subsequently captured by bNMM.

### mRNA stabilization by 3ʹUTR rG4s under stress

Because 3′ UTR structural elements are known to regulate mRNA decay^39,40^, we hypothesized that the induced folding of 3′ UTR rG4s might regulate the stability of those transcripts under stress. To test our hypothesis, we treated the cells with actinomycin D (ActD) (an RNA polymerase II inhibitor) for different durations and collected RNA over those time intervals. We observed that 3' UTR-rG4-bearing mRNAs *(APP, APH1A, HIRA, and LMNB1* mRNAs*)* had significantly longer half-lives under stress (Fig. 4a). In contrast, such a difference was not observed for control RNAs (β-actin and rRNA 18 S) (Supplementary Fig. 7). Furthermore, we asked whether rG4 stabilizing ligands can confer a similar trend in mRNA stability. Indeed, cPDS and BRACO-19 treated cells showed a similar effect on mRNA stability when compared to the starved cells (Fig. 4b). Collectively, these results suggest that 3'UTR rG4 folding under stress contributes to the stability of corresponding RNAs.

**Fig. 4:**
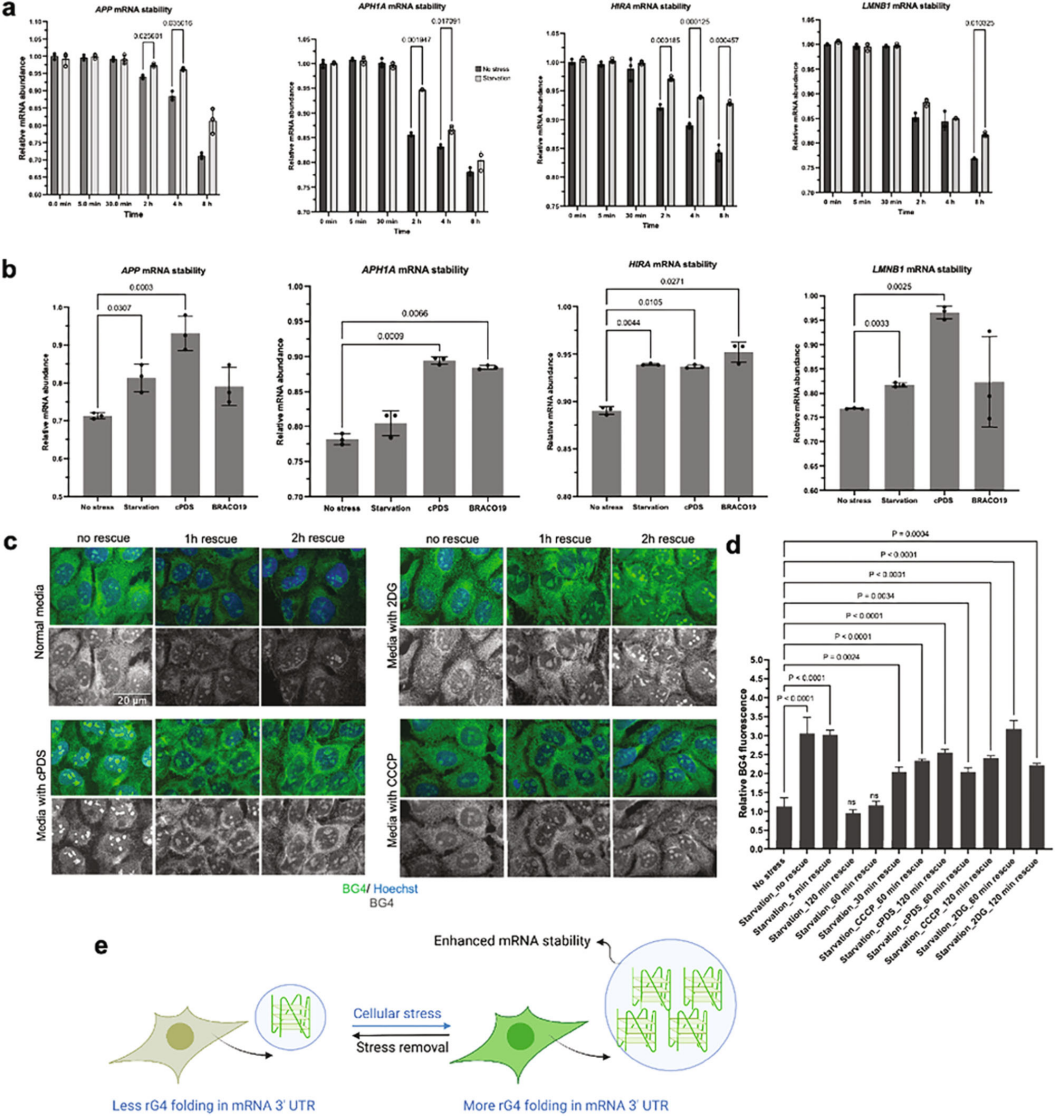
3′ UTR RNA G-quadruplex folding enhances mRNA stability under stress and such folding is reversible. **a** U2OS cells were actinomycin-D treated over an indicated period of time and the relative abundance of specific mRNA was analyzed. RT-qPCR quantification showed 3'UTR rG4 bearing mRNAs are significantly more stable under starvation stress, data are presented as mean values + /− SD, *n* = 3, Multiple paired *t*-tests, *p*-values are provided when *p* > 0.05. **b** Comparative mRNA stability in the presence of rG4 stabilizing ligands (cPDS and BRACO-19) showed a similar trend in mRNA stability as observed under starvation conditions, data are presented as mean values + /− SD, *n* = 3, ordinary One-way ANOVA, Multiple comparisons, adjusted *p*-values are provided when *p* > 0.05. **c** rG4 folding is reversible upon stress removal (also Supplementary Fig. S9) and such reversibility can be largely paused by rG4 stabilizing ligand cPDS, along with nutrient stresses created by 2-DG (glycolysis inhibitor) and CCCP (oxidative phosphorylation inhibitor) treatment. **d** Quantification of BG4 fluorescence from 10 cells per conditions in **c** and Supplementary Fig. S9, the experiment was performed in biological triplicate, the data presented as mean values + /− SD. Ordinary One-way ANOVA, Multiple comparisons, *p*-values are provided when *p* > 0.05, and **e** proposed model to demonstrate the dynamic nature of stress-responsive rG4 folding and their contribution to mRNA stability.

### Reversibility of stress-induced rG4 folding

Reversibility is one of the key features of cellular stress response mechanisms^41^. The inability to reverse stress-induced changes upon stress resolution can perturb cellular physiology and contribute to disease. When folded in vitro, many rG4s represent unusually stable structures that are resistant to elevated temperatures^38^, which begs the question of whether in vivo folding of rG4s can be reversed when cells are no longer under stress. To answer this question, we performed a rescue experiment in which the starvation media was replaced with full media at different time points and relative rG4 folding was analyzed. We observed that the elevated cytosolic rG4 signals decreased gradually, and eventually returned to a basal level within an hour after stress removal (Fig. 4c, d, Supplementary Fig. 9), indicating that the in vivo folding of rG4 is dynamic and reversibly regulated by cellular stress. To evaluate whether the unfolding dynamics of stress-induced rG4s upon removal of stress could be modulated by rG4-specific ligands, we treated the recovering cells with cPDS, which delayed the unfolding of cytoplasmic rG4s in recovering cells (Fig. 4c, d). Furthermore, the depletion of cellular ATP levels by inhibition of glycolysis (2-DG) or oxidative phosphorylation (CCCP) also impeded rG4 unfolding upon starvation removal (Fig. 4c, d), suggesting that the dynamic unfolding of stress-induced rG4s is an ATP-dependent process.

## Discussion

While the formation of rG4s in vitro is a well-studied phenomenon, the regulation and function of rG4 folding in living eukaryotic cells are not well understood. Depending on the methods used, previous studies have come to apparently discrepant conclusions regarding rG4 folding in cells. On one hand, studies based on rG4-specific antibodies and probes have shown positive, cytoplasmic, and often RNase-sensitive signals, suggesting that some rG4s are present in cells^9,25^. On the other hand, DMS or SHAPE probing experiments in mammalian and yeast cells have shown that while rG4 structures are readily detected in poly(A)^+^ transcriptome in vitro, the folding of the same RNAs largely resemble their in vitro rG4-non-permissive (e.g., folded in Li^+^) state^28^. One possibility that has been previously discussed^29^ is that DMS probing would irreversibly trap an rG4 region in an unfolded state, leading to all rG4 regions eventually being unfolded. However, the duration of in vitro and in vivo DMS treatment is usually kept short enough such that even at a stably unfolded state (e.g. Li^+^), rG4 regions would not be saturated with modifications. In addition, DMS-seq can detect folded rG4s in bacteria^28^ and now in human cells under stress, further arguing against the possibility of DMS saturation. Furthermore, unlike DMS, SHAPE preferentially modifies the folded rG4 and would not artificially unfold them, yet still yields similar results to those from DMS probing. To reconcile the apparent discrepancy, we believe that most of the mammalian cell studies are consistent with a revised model in which a vast number of potential rG4s undergo fast folding-unfolding dynamics, with only a small fraction of each rG4 region being in a stably folded state at a given time point in mammalian cells under basal conditions.

Our current study further extends this model and suggests the steady state of rG4 folding/unfolding can be shifted by cellular stress. Interestingly, various stresses tested, including oxidative stress, cold shock, and starvation, could promote the assembly of rG4s, suggesting that different stress sensors may converge on the same or overlapping pathways regulating rG4 folding dynamics in cells. By using both G4 antibodies and G4-specific chemical probes, we demonstrated a stress-dependent shift in the overall rG4 landscape with an increased level of rG4 formation under a variety of stress conditions (Fig. 1 and Supplementary Fig. 1–2). Consistent with these rG4 staining results, our transcriptome-wide DMS-seq analysis identified a large number of folded rG4s in cells under starvation conditions. Since diverse RNA structural elements play a significant role in RNA stability^42^, protein recognition^43^, and RNA-protein granule assembly (e.g., stress granules and P-bodies)^17,44,45^, we reasoned that stress-induced rG4 folding may also play direct functional roles in mRNA metabolism in human cells. Indeed, we demonstrated that the folding of stress-responsive rG4 elements in 3ʹUTRs under stress promoted the stability of corresponding mRNAs (Fig. 4). Specifically, we observed that selected rG4-bearing mRNAs showed significantly longer half-lives in stressed cells compared to the control non-rG4-bearing transcripts, suggesting a direct contribution of 3'UTR rG4s to mRNA stability during stress.

Besides the regulation of decay of specific mRNAs, we hypothesize that global rG4 folding may also contribute to other aspects of RNA metabolism in the cells. We propose that rG4s contribute to the preservation of rG4-bearing transcripts during stress, and intermolecular interactions between rG4-bearing transcripts and RNA-binding proteins could also promote the formation of stress-induced RNA-containing biomolecular condensates such as stress granules and P-bodies. Contribution of G4 structures into assembly of biomolecular condensates in vitro and in transfected cells has been reported before^17,46^. Specific subcellular re-localization of rG4-containing transcripts may facilitate the assembly of RNA granules, and upon stress relief such transcript could be readily available for the subsequent mRNA translation.

Although cells respond to environmental stress in diverse ways, these stress-induced changes are reversible upon stress relief and/or adaptation. In fact, the inability to revert gene expression to homeostasis upon resolution of stress contributes to disease^47^. Consistent with this central tenet, we showed that stress-induced rG4 assembly is reversible upon stress removal, implicating rG4 folding as a component of an adaptive stress response program. Our results also show that rG4 unfolding upon stress resolution depends on the cellular energy status suggesting that rG4 disassembly is an active rather than passive process that relies on the action of ATP-dependent machinery, likely RNA helicases such as DHX36^48^. Based on our data, we propose a model (Fig. 4e) that the reversible stress-mediated increase in rG4s folding contributes to mRNA stability. In summary, our study demonstrated the dynamic regulation of rG4 folding in the 3ʹUTRs of mRNAs in cells and its role as a positive regulator of mRNA stability under cellular stress.

## Methods

### Cell culture, cellular stress, drug treatment, and in vivo DMS treatment

Human osteosarcoma U2OS cells (ATCC, HTB-96) were maintained at 37 °C in a CO_2_ incubator in DMEM (Corning) supplemented with 10% FBS, 20 mM HEPES (Gibco), 1% penicillin/streptomycin. To induce oxidative stress, cells were treated with 100 uM sodium arsenite (Ars-) in regular media for an hour. Starvation stress was induced by incubating the cells in HBSS media with Ca^++^ and Mg^++^ for 2 h. Dimethylsulfate (Sigma) was mixed with ethanol (1:1) and was added to U2OS cells cultured in 15 cm dishes to a final DMS concentration of 8%, and evenly distributed by slow swirling. The cells were incubated for 5 min, the media and excess DMS were decanted, and cells were washed twice with 10 mL of 25% β-mercaptoethanol (Sigma-Aldrich) in PBS to quench any residual DMS. After washing, cells were lysed in 8 mL TRIzol reagent (Invitrogen) supplemented with 5% β-mercaptoethanol, and lysates were immediately processed for mRNA isolation.

Whenever used the cells were treated with 5 µM cPDS, 5 µM PDS, 2 µM QUMA-1, 10 mM 2-DG, 10 µM CCCP, or 10 µg/mL ActD as indicated in the respective assays.

### In vivo rG4 biotinylation

In vitro rG4 biotinylation was validated using the methods previously described (details in Supplementary files)^33^. For in vivo rG4-mediated biotinylation, U2OS cells were treated with 100 µM hemin for 30 mins followed by 100 µM biotin tyramide treatment for 5 min. Next, the cells were exposed to 100 µM H_2_O_2_ for a minute and the reaction was quenched. Then the cells were PFA-fixed and imaged. Cy3 conjugated streptavidin antibody was used to detect the level of biotinylation in non-stressed vs stressed cells.

### Immunofluorescence

1×10^5^ U2OS cells were plated into a 24-well plate seed with coverslips. The following day, cells were treated as indicated in figure legends. Then the cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.5% Triton-X 100 for 10 min, and blocked for 45 min with 5% normal horse serum (NHS; ThermoFisher) diluted in PBS. Primary antibodies were diluted in blocking solution and incubated for 1 h at room temperature or overnight at 4 °C. Anti-G-quadruplex antibody (BG4) was purchased from Absolute Antibodies and used at a 1:500 dilution. The cells were washed thrice with PBS and incubated in 1:1000 diluted anti-His tag antibody. Next, cells were washed three times and then incubated with secondary antibodies (Jackson Laboratories) and Hoechst 33258 (Sigma-Aldrich) for 1 h at room temperature and washed. Coverslips were mounted on glass slides with Vinol and imaged.

### Microscopy

Wide-field fluorescence microscopy was performed using an Eclipse E800 microscope (Nikon) equipped with epifluorescence optics and a digital camera (Spot Pursuit USB) or an AXIO observer A1 (Zeiss) equipped with epifluorescence optics and a digital camera (SPOT Idea 5.0 mp). Image acquisition was done with a 40X or 100X objective. Images were merged using Adobe Photoshop and fluorescence intensity was quantified using ImageJ.

### RNA folding

Poly(A)-selected RNA or in vitro synthesized RNA oligos (Integrated DNA technologies) in 150 mM KCl or LiCl in T_10_E_0.1_ buffer (10 mM Tris-HCl pH 7.4 and 0.1 mM EDTA) were heated to 95 °C for 5 min and then slowly cooled to room temperature.

### RT-stop profiling and analysis of sequencing reads

DMS-seq and data analysis were performed as previously described^28^. Briefly, control or DMS-treated polyA^+^ mRNAs were fragmented by using a buffered zinc solution (Ambion). mRNA fragments were radiolabeled by using T4 polynucleotide kinase (NEB) and separated by denaturing PAGE. 60-80 nt fragments were extracted and ligated to a pre-adenylated 3′ adapter containing the RT priming sequence. After non-ligated adapters were removed by denaturing PAGE, RT was performed by using an RT primer containing the 5' adapter sequence and SuperScript III (Invitrogen) with either 150 mM K^+^ or Li^+^ at 42 °C for 10 min. After alkaline hydrolysis of the RNA templates, cDNAs were circularized by using circLigase (Lucigen) at 70 °C for 1 h. Sequencing libraries were generated by PCR and gel-purified. Single-end DNA sequencing was performed on a HiSeq2000 using a standard protocol. Sequencing reads were first de-duplicated using SAMtools. After the molecular barcodes and adapter sequences were trimmed, reads were mapped to a hg19 transcriptome reference by Bowtie, requiring zero mismatch and unique mapping. The nucleotide immediately downstream of the most 3′ cDNA nucleotide was assigned as the RT stop. For each transcript, RT stop counts were normalized by the average RT stop count across its entire sequence, generating an RT-stop enrichment score (*E*) for each nucleotide. Nucleotides with *E* ≥ 10 (i.e., ≥10-fold higher than average RT stop counts) were assigned as strong RT stops. In vivo folding scores were calculated as (*E*_in vivo_ − *E*_in vitr*o*, Li+_)/(*E*_in vitro, K+_ − *E*_in vitro, Li+_).

### Electrophoretic mobility gel shift assay

RNA oligonucleotides were purchased from Integrated DNA Technologies (IDT). To equilibrate, RNAs were diluted to 10 μM in the indicated salt solution, heated to 95 °C for 5 min, and slowly allowed to cool to room temperature. For analysis on acrylamide gels, 10 pmol or 50 pmol were run through a gel and stained with SYBR gold or NMM derivatives, respectively. For SYBR gold staining, gels were post-stained in a solution of 1X SYBR Gold (ThermoFisher Scientific) in 0.5X TBE for 10 min. For NMM staining, gels were post-stained in 100 µM solution of NMM in 0.5X TBE for 30 min. Following staining, gels were destained for 20 min in 0.5X TBE while rocking at room temperature. Gels were visualized using a 265 nm UV transilluminator.

### NMM fluorescence assay

Pre-folded RNA oligos were mixed with 5 µM NMM (or NMM-derivatives) and their fluorescence was measured at 600 nm.

### bNMM pull-down protocol

The bNMM G4 pull-down experiments were performed in 750 μL volume as follows: 100 µM bNMM (5% DMSO) was mixed with 50 µL pre-washed streptavidin agarose beads and tumbled at 4 °C for 15 min. The mixture was centrifuged at 1000 rpm for 1 min and the supernatant was discarded. The beads were washed and suspended in G4-pull-down buffer. Next pre-folded RNA oligos (of pre-folded cellular mRNA) were mixed with bNMM-beads. The mixture was tumbled at 4 °C for 2 h. Next, the bead-RNA mixture was loaded into Biorad columns, and washed with 5*1 mL of G4 buffer (5 min incubation between each wash), before a final wash with G4 buffer at 50 °C. Next, NMM-bound RNA was washed quickly with water, extracted with TRIZOL reagent, and quantified spectrophotometrically.

For the competition experiments, bNMM-rG4 complexes were mixed with 2.5 µM or 5 µM ligands for 1 h at 4 °C before further 1X wash and elution. The eluted oligos were spectrophotometrically quantified and analyzed using polyacrylamide gel electrophoresis.

### cDNA synthesis, qPCR, and PCR

mRNA obtained from bNMM pull-down experiments was reverse transcribed with the Superscript IV first-strand synthesis kit for RT-qPCR (ThermoFisher). The qRT-PCR was performed by using iQ™ SYBR® Green Supermix (Bio-Rad), cDNA template, and gene-specific primer sets designed using the IDT primer design tool. No reverse transcriptase and no template controls were performed in parallel to check for DNA contamination and primer-dimer. The primer sets used for the study are given in Supplementary Table 2. Threshold cycle (CT) values in qRT-PCR experiments were averaged across three biological replicates. The averaged CT value was used to estimate the enrichment of transcripts in the pull-down experiments as well as to estimate their stability in ActD treatment experiments.

### Actinomycin-D treatment and mRNA decay analysis

U2OS cells under different environments (non-stressed, starved, and treated with 10 µM G4 drugs for 2 h) were treated with 10 µg/mL actinomycin-D in growth media for different time points. Total RNA was isolated from the cells. Relative RNA abundance was calculated based on the ratio of CT values in control vs starved cells over time.

### Starvation rescue experiment

U2OS cells under starvation (as described above) were fed with a normal culture medium for different time points and were analyzed for the change in BG4 fluorescence intensity over time.

### Statistics and reproducibility

Statistical parameters are described along with the data. If not stated otherwise, results are mean values ± standard deviation (SD) of at least three independent experiments, or results show one representative experiment of a minimum of three biological replicates. Statistical analyses were performed on all available data. Statistical tests were performed using GraphPad Prism software.

### Drawing tools

Biorender and ChemDraw were used to draw some of the figures.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data supporting the findings of this study are available, further information is also available from the corresponding authors upon request. DMS-seq data are deposited in Gene Expression Omnibus (GEO) under the accession GSE200706. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

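In total 6 libraries from U2OS cells were analysed, 1 for each condition. By the sample labels, libraries without DMS were reverse transcribed in 150 mM K+ or Na+, whereas the paper's methods name K+ or Li+. In vitro libraries were folded and modified in 150 mM K+ or Li+. In vivo libraries came from unstressed cells and cells starved for 2 h, both treated with 8% DMS for 5 min. The authors removed duplicate reads with SAMtools, trimmed barcodes and adapters, mapped the reads with Bowtie to an hg19 transcriptome without mismatches and at unique positions, and deposited the RT stop count of each transcript nucleotide with at least 3 stops. The authors also deposited for each nucleotide the ratio of its count to a mean count of the transcript. The methods describe this mean as the average over the entire transcript, while in the files it is the mean over nucleotides of the same base. The design fixed before the data were examined used the mean over the entire transcript. This mean was therefore rebuilt from the base means and the base composition of the transcript, and the deposited ratio was used as an added alternative. Positions not listed were counted as 0.

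The listed counts summed to 35371061 and 33507714 in the libraries labelled K+ and Na+ without DMS, 21480565 and 31174408 in vitro in K+ and Li+, and 12999691 and 24014417 in unstressed and starved cells. With the counts under 3 estimated from the means, the totals were 54781273, 52338070, 35112937, 47742271, 21349713 and 38359967. A share has a 95% Wilson interval, a median an order-statistic interval and a mean fold a bootstrap interval. These cover counting error or variation between regions and not variation between cultures. Fisher's exact test compared positions or libraries, not conditions. Tests and intervals over positions took neighbouring stops on a transcript as independent.

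Transcripts were matched by their listed bases to GENCODE release 44 on GRCh37. Of 15739 RefSeq transcripts in the files, 11031 had at least 15 listed bases and 10429 of these (94.5%) were matched, with at least 97% identity over at least 80% of the listed bases. The transcript minimum was 1 stop per nucleotide in each library a result uses, or 0.25 in the DMS libraries if fewer than 100 regions were left. The alternatives with another minimum used it in every library without this rule. Strong stops had an E of at least 10, K+-dependent stops an E at least 2-fold that in Na+, and K+-dependent stops at G within 30 nt of each other were merged into 1 rG4 region. Regions compared in vitro had a listed stop in both libraries, and those at least 2-fold stronger in K+ than Li+ entered the folding score. Matched lists were drawn 10000 times from the 50 strong stops nearest in transcript mean that were not K+-dependent. No p-value was calculated across regions.

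The labels of the libraries without DMS and the names of their files contradict each other. The labels were followed in the design fixed before the data were examined, and the opposite assignment was one of the alternatives set then. In total 23 alternatives were set before and 4 added after seeing the data, and each of the others was run in both assignments. Named were the genes the paper names for rG4s or as a control (APP, APH1A, HIRA, LMNB1, CDKN1B and ACTB), the 5 regions with the largest rise and the 3 with the largest fall of the score among regions with at least 20 counts in each in vitro library. None of these regions fell with the library labelled Na+ used as K+, so the 3 smallest rises were named. The enrichment of gene functions among mRNAs with starvation-induced rG4s was not analysed here.

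The calculation was tested on simulated data. Of 3702 simulated sites, 200 had a planted 4-fold difference, and all 200 were called, as were 6 of 3502 others (0.171%). The sites were already strong stops on transcripts past the minimum in all 6 libraries, and their observed E was taken as true. Planted sites had an E of at least 20, and stops were not merged. The simulation thus checks the calculation and does not give the error rate of calls in the data. Of the planted sites, 195 had in vivo coverage. Their median scores, set to 0 and 0.6, were found as -0.02 and 0.60, and 96.9% rose by at least 0.25. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.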

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

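The tests of a rise of all stops at G, of counting noise and of the sequence before the stop were chosen only after the results were seen.

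The paper reports RT stops at G and does not report the stops that DMS itself causes at A and C. Their summed share was well above the level without DMS. On 1347 transcripts with a mean of at least 1 stop per nucleotide in all 6 libraries, the median share of stops at A or C was 83.4% in unstressed and 73.7% in starved cells, against 50.7% and 50.2% in the libraries without DMS. The share in starved cells was also below that of the in vitro libraries (77.0% in K+ and 76.9% in Li+). The share was lower in starved than in unstressed cells on 1346 transcripts (99.9%), with a median difference of -9.76 percentage points, and most of the difference was at C. The median share at C was 24.1% in unstressed and 16.5% in starved cells, against 17.2% and 17.6% without DMS and 18.6% and 18.7% in vitro in K+ and Li+, whereas that at A was 59.3% in unstressed and 56.96% in starved cells. The ratio of stops at A to stops at U was 11.2 in unstressed and 6.85 in starved cells, 7.81 in vitro in K+ and 7.04 in Li+ and 1.27 and 1.25 without DMS. By this ratio the starved library was close to the Li+ library and the unstressed library stood apart. If RNA in starved cells was modified less, Gs would be methylated less and stops at rG4s would be stronger without any change in folding. Weaker modification in the starved than in the unstressed library would lower both the share at A and C and the ratio of A to U. The share at A changed little, but it is bound by the sum of all shares. Relative to U, stops at A fell from 11.2 to 6.85. A stronger modification in the unstressed library would give the same difference. Shares of stops sum to 100%, so a lower share at A and C is also a higher share at G and U (11.5% to 18.4% at G and 5.09% to 8.05% at U). Its presence on 99.9% of transcripts is 1 shift of the whole library and not independent evidence from each transcript. Each condition had 1 library, so a difference between treatments of cell cultures cannot be told apart from a difference between 2 handlings of DMS.

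Other technical explanations of the higher folding scores were tested with the library labelled Na+ used as K+. A rise of all strong stops relative to the transcript mean was not enough, since 0 of 10000 matched lists of strong stops that were not K+-dependent reached the median log2 ratio of the rG4 regions. After thinning the libraries to the smallest total, 66.3% of the 101 regions then covered rose by at least 0.25. The minimum for the DMS libraries was 0.25 in that run and 1 in the run with 117 regions, so the regions differ, and thinning alone was not tested on the same regions. Draws of both in vivo libraries from 1 shared E per region gave at most 31.6% of regions with such a rise in 1000 draws, against 66.7% observed, so counting noise alone did not give it either. Where E was taken relative to U and G nucleotides, the share was 52.9% of the 119 regions then covered. Where E was scaled to stops at G that were similar in both libraries without DMS, it was 48.2% of 112 regions. The share was therefore lower once the level of other stops was taken out. The regions differ between these runs, so this drop was not tested on the same regions. In part the increase cannot be told apart from a rise of all stops at G. A biological explanation, more folded rG4s in starved cells, remains possible beside weaker modification, and the data do not separate them.

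A second signal that the paper does not report by these labels lies in the libraries without DMS. In the direction opposite to the labels, 5440 strong stops were at least 2-fold stronger in the library labelled Na+ than in the library labelled K+, against 1218 in the direction of the labels. Of the 5440 stops, 84.9% were at G, and of those at G on matched transcripts, 26.3% followed a G-quadruplex motif, against 21.8% at G and 3.67% with the motif among the stops stronger in the library labelled K+. A looser motif, with runs of at least 2 G and loops of up to 9 nt, preceded 88.8% and 9.39% of them. Regions taken from the library labelled Na+ were also 1.46-fold stronger in K+ than in Li+ in vitro, against 0.996-fold by the labels. Exchanged labels fit both tests, and the motif shares argue against the labels as given for this pair of libraries. The names of the deposited files give the opposite assignment to the labels. Conditions were not assigned from values, so the labels are given first throughout. No biological explanation was tested, since both libraries hold RNA without DMS treatment and differ by the labels only in the cation of reverse transcription.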

How the results depend on the processing

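The tests of a rise of all stops at G, of counting noise and of the sequence before the stop were chosen only after the results were seen. The alternatives were set before the data were examined, except the use of the deposited ratio as E, the count of 2 for nucleotides that are not listed, the requirement that stops be listed in both libraries without DMS and the scaling of E to stops at G, and except that each other alternative was also run with the library labelled Na+ used as K+. These were chosen after seeing the data. No paired analysis was possible because each condition had 1 library and the labels give no replicate numbers.

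By the labels, 133 values stayed within their counting interval or kept their direction and side of the threshold, 76 moved, 6 kept their direction but were no longer past the threshold and 5 reversed. The cause of a change was not tested unless it is named. The assignment of the libraries without DMS changed the results more than the other choices in the share of strong stops at G and the share of K+-dependent stops at G. With the library labelled Na+ used as K+, G made up 55.6% of strong stops, 5440 stops were K+-dependent, G made up 84.9% of K+-dependent stops against 27.5% of the others (reversed), 39.7% of all listed nucleotides lay in 3′ UTRs, 2401 rG4 regions were found, the K+ to Li+ fold was 1.46, the number 2-fold stronger in K+ than Li+ was 247, 28.5% of compared regions were 2-fold stronger in K+ and the number with in vivo coverage was 117. With a transcript minimum of 0.5, G made up 24.4% of strong stops, 8464 stops were K+-dependent, 41.6% of all listed nucleotides lay in 3′ UTRs, 55.9% of rG4 stops lay in 3′ UTRs against 54.3% of the others (no longer past the threshold), 1762 rG4 regions were found and the number 2-fold stronger in K+ than Li+ was 14. With a transcript minimum of 0.1, G made up 23.1% of strong stops, 90255 stops were K+-dependent, 42.0% of all listed nucleotides lay in 3′ UTRs, 47.0% of rG4 stops lay in 3′ UTRs against 48.7% of the others (reversed), 17813 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 22 and the number with in vivo coverage was 19. With a transcript minimum of 2, G made up 26.7% of strong stops, 112 stops were K+-dependent, G made up 20.5% of K+-dependent stops against 27.0% of the others (no longer past the threshold), 38.2% of all listed nucleotides lay in 3′ UTRs, 23 rG4 regions were found, the K+ to Li+ fold was 0.664, the number 2-fold stronger in K+ than Li+ was 1 and the number with in vivo coverage was 1. With strong stops at an E of at least 20, G made up 27.3% of strong stops, 21 stops were K+-dependent, G made up 33.3% of K+-dependent stops against 27.2% of the others (reversed, but not past the threshold), 71.4% of rG4 stops lay in 3′ UTRs against 45.7% of the others (no longer past the threshold), 6 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 0 and the number with in vivo coverage was 0. With strong stops at an E of at least 5, G made up 22.8% of strong stops, 45784 stops were K+-dependent, 48.2% of rG4 stops lay in 3′ UTRs against 54.9% of the others (reversed), 8831 rG4 regions were found, the K+ to Li+ fold was 1.13, the number 2-fold stronger in K+ than Li+ was 107 and the number with in vivo coverage was 105. With at least 20 counts at the stop without DMS, G made up 26.6% of strong stops, 301 stops were K+-dependent and 63 rG4 regions were found. With a transcript mean without the 1% highest nucleotides, 1938 stops were K+-dependent and 408 rG4 regions were found. With E relative to U and G only, G made up 24.6% of strong stops, 380 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 14 and the number with in vivo coverage was 14. With libraries thinned to the smallest total, 365 stops were K+-dependent, 38.3% of all listed nucleotides lay in 3′ UTRs, 50.0% of rG4 stops lay in 3′ UTRs against 39.2% of the others (no longer past the threshold), 71 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 1, 2.50% of compared regions were 2-fold stronger in K+ and the number with in vivo coverage was 1. With the deposited ratio as E, G made up 26.3% of K+-dependent stops against 24.7% of the others (reversed, but not past the threshold) and 409 rG4 regions were found. With a K+ to Na+ ratio of 1.5, 2365 stops were K+-dependent, 463 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 26 and the number with in vivo coverage was 25. With a K+ to Na+ ratio of 3, 467 stops were K+-dependent, 94 rG4 regions were found, the K+ to Li+ fold was 1.32, the number 2-fold stronger in K+ than Li+ was 3 and the number with in vivo coverage was 3. With K+ dependence also required by Fisher's exact test, 203 stops were K+-dependent, G made up 21.2% of K+-dependent stops against 26.1% of the others (no longer past the threshold), 62.5% of rG4 stops lay in 3′ UTRs against 50.1% of the others (no longer past the threshold), 41 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 2 and the number with in vivo coverage was 2. With nucleotides weighted by their stop count, 37.1% of all listed nucleotides lay in 3′ UTRs. With stops at any nucleotide merged, 964 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 48 and the number with in vivo coverage was 45. With stops at any nucleotide each by itself, 1218 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 56 and the number with in vivo coverage was 53. With the arithmetic mean of ratios, the K+ to Li+ fold was 1.14. With stops listed in both in vivo libraries in place of the in vivo minimum, the number with in vivo coverage was 5. With at least 10 in vivo counts at the stop in place of the in vivo minimum, the number with in vivo coverage was 3. The medians of the folding score and the share of scores that rose stayed within their intervals by the labels in every alternative that left at least 5 regions, but these intervals were wide. With strong stops at an E of at least 5, which left 105 regions, the unstressed median was -0.588 (interval -0.608 to -0.405). The starved median in that run was 0.40 (interval 0.12 to 0.85), so both intervals excluded 0. The starved median was above the unstressed median except with the deposited ratio as E (0.30 against 0.39) and with E scaled to stops at G (0.53 against 0.57), where the order was reversed. Medians, folds and shares over fewer than 5 regions are not given. This applied to the fold and the share of regions with strong stops at an E of at least 20, and to the folding scores with that threshold, a transcript minimum of 2, a K+ to Na+ ratio of 3, at least 10 in vivo counts, thinned libraries and Fisher's exact test. The share of all listed nucleotides in 3′ UTRs cannot move with the mean used for E.

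In the opposite assignment, the library labelled Na+ used as K+, 153 values kept their direction or stayed within their interval, 73 moved and 1 reversed. In this assignment the share of K+-dependent stops at G was above that of the other strong stops in every alternative. The minimum for the DMS libraries was lowered to 0.25 with strong stops at an E of at least 20 and with thinned libraries, so the in vitro and in vivo values of these runs change with both choices. At a transcript minimum of 0.5, G made up 47.9% of strong stops, 16293 stops were K+-dependent, 41.1% of all listed nucleotides lay in 3′ UTRs, 5890 rG4 regions were found and the number with in vivo coverage was 225. At a transcript minimum of 0.1, G made up 32.4% of strong stops, 100810 stops were K+-dependent, 41.5% of all listed nucleotides lay in 3′ UTRs, 24914 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 424 and the number with in vivo coverage was 403. At a transcript minimum of 2, G made up 58.4% of strong stops, 2197 stops were K+-dependent, 37.6% of all listed nucleotides lay in 3′ UTRs, 1031 rG4 regions were found, the number 2-fold stronger in K+ than Li+ was 128, the number with in vivo coverage was 36 and 77.8% of scores rose by at least 0.25. With strong stops at an E of at least 20, G made up 82.9% of strong stops, 2454 stops were K+-dependent, 1423 rG4 regions were found, the K+ to Li+ fold was 1.54 and the number with in vivo coverage was 254. With strong stops at an E of at least 5, G made up 27.4% of strong stops, 48013 stops were K+-dependent, 50.4% of rG4 stops lay in 3′ UTRs against 54.4% of the others (reversed), 11085 rG4 regions were found, the K+ to Li+ fold was 1.29 and 19.4% of compared regions were 2-fold stronger in K+. With at least 20 counts at the stop without DMS, G made up 63.5% of strong stops. With a transcript mean without the 1% highest nucleotides, G made up 48.1% of strong stops. With E relative to U and G only, G made up 51.8% of strong stops, the starved median was 0.16 and 52.9% of scores rose by at least 0.25. With libraries thinned to the smallest total, G made up 53.6% of strong stops, 1863 stops were K+-dependent, 37.8% of all listed nucleotides lay in 3′ UTRs, 820 rG4 regions were found, the K+ to Li+ fold was 1.33, the number 2-fold stronger in K+ than Li+ was 101, 23.9% of compared regions were 2-fold stronger in K+ and the unstressed median was -0.18. With the deposited ratio as E, G made up 48.0% of strong stops, the starved median was 0.14 and 50.5% of scores rose by at least 0.25. With a K+ to Na+ ratio of 1.5, the K+ to Li+ fold was 1.40. With 1 count added at every stop, 25.3% of compared regions were 2-fold stronger in K+ and the unstressed median was -0.21. With stops listed in both libraries without DMS, 3232 stops were K+-dependent and 1490 rG4 regions were found. With nucleotides weighted by their stop count, 37.2% of all listed nucleotides lay in 3′ UTRs. With each stop at G kept by itself, 4620 rG4 regions were found, the K+ to Li+ fold was 1.36, the number 2-fold stronger in K+ than Li+ was 404, 23.3% of compared regions were 2-fold stronger in K+ and the number with in vivo coverage was 190. With stops at any nucleotide merged, the K+ to Li+ fold was 1.41. With stops at any nucleotide each by itself, 5440 rG4 regions were found, the K+ to Li+ fold was 1.34, the number 2-fold stronger in K+ than Li+ was 425, 22.6% of compared regions were 2-fold stronger in K+ and the number with in vivo coverage was 193. With the arithmetic mean of ratios, the K+ to Li+ fold was 1.76. With the median of ratios, the K+ to Li+ fold was 1.38. With the ratio of summed E, the K+ to Li+ fold was 1.72. With E scaled to stops at G similar in both libraries without DMS, the starved median was 0.12 and 48.2% of scores rose by at least 0.25. With stops listed in both in vivo libraries in place of the in vivo minimum, the unstressed median was -0.0615, the starved median was 0.70 and 80.7% of scores rose by at least 0.25. With at least 10 in vivo counts at the stop in place of the in vivo minimum, the unstressed median was -0.19, the starved median was 0.70 and 85.8% of scores rose by at least 0.25. That filter favours stops that are strong in the deeper starved library. With nucleotides not listed counted as 2, the unstressed median was -0.10. The starved median was above the unstressed median in every alternative run in this assignment, with ranges of -0.38 to -0.0615 for unstressed and 0.12 to 0.70 for starved cells. The score increase of HNRNPU, 0.05, became a fall with 4 alternatives, to -0.0578 with a mean without the 1% highest nucleotides, -0.60 with E relative to U and G, -0.65 with the deposited ratio and -0.88 with E scaled to stops at G. The scaling raises the unstressed E and lowers the starved E in every region alike. A rise as small as 0.05 had to become a fall, so this run says nothing about HNRNPU in particular. The other 59 values of named regions kept their direction.

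Depth limits the scores. The lowest listed count is 3, the median count at the stop was 3 in unstressed and 7 in starved cells by the labels (3 and 8 with the library labelled Na+ used as K+), and a stop that is not listed enters with an E of 0. By the labels, 9 regions carry the in vivo results at an E of at least 10, so neither median over these regions is resolved from 0. More regions (12) were at least 2-fold stronger in Li+ in vitro, so these scores also lack an established scale.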

Differences from the paper's values

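The tests of a rise of all stops at G, of counting noise and of the sequence before the stop were chosen only after the results were seen. In the sentences that follow, alternatives are those set before the data were examined unless they are said to have been chosen after seeing the values. Every combination of the library labelled Na+ used as K+ with a second alternative was chosen after seeing the values. The paper's text does not name its coverage filter for in vivo regions or how stops were merged into rG4 regions. Both were chosen here, so the numbers of regions need not be comparable with those of the paper.

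Of strong RT stops, 25.6% were at G by the labels, against the paper's 70%. It was 55.6% with the library labelled Na+ used as K+, within 1.5 times the paper's value, and the other alternatives did not close the gap. In combination with an E of at least 20 it was 82.9% and with at least 20 counts at the stop 63.5%, both chosen after seeing the values.

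The number of K+-dependent RT stops was 1218, against the paper's 2,224. With a K+ to Na+ ratio of 1.5 it was 2365, with 1 count added at every stop 1667, with a transcript mean without the 1% highest nucleotides 1938 and with E relative to U and G 1789. The other alternatives, among them the library labelled Na+ used as K+ (5440), did not come within 1.5 times the paper's value. Chosen after seeing the values, the deposited ratio as E gave 1697. In combination with the library labelled Na+ used as K+, a transcript minimum of 2 gave 2197, an E of at least 20 gave 2454, thinned libraries 1863 and stops listed in both libraries 3232, all chosen after seeing the values.

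Of the K+-dependent RT stops, 21.8% were at G, against the paper's 86%. It was 84.9% with the library labelled Na+ used as K+, and no other alternative closed the gap. By the labels the share was also below that of the other strong stops (26.8%), whereas the paper reports a higher share among stops that are stronger in K+.

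The mean fold of E in K+ over Li+ was 0.996, against the paper's 1.6. It was 1.46 with the library labelled Na+ used as K+, 1.32 with a K+ to Na+ ratio of 3, 1.14 as the arithmetic mean, 1.13 at an E of at least 5, 1.11 with a mean without the 1% highest nucleotides, 1.10 with 1 count added, 1.08 with a ratio of 1.5 and 1.08 with a transcript minimum of 0.1, all within 1.5 times the paper's value. The other alternatives did not come that close. In combination with the library labelled Na+ used as K+, chosen after seeing the values, the ratio of summed E was 1.72, and it was 1.54 at an E of at least 20, where the minimum for the DMS libraries was 0.25.

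The number of rG4 regions compared between K+ and Li+ was 85, against the paper's 1,346. With strong stops at an E of at least 5 it was 1226, and the other alternatives, among them the library labelled Na+ used as K+ (868), did not close the gap. Combined with that assignment, chosen after seeing the values, a transcript minimum of 0.5 gave 1254, a minimum of 0.1 gave 1546, an E of at least 5 gave 1762 and each stop at G by itself 1736. Stops at any nucleotide gave 985 merged and 1885 each by itself, a ratio of 1.5 gave 979 and a mean without the 1% highest nucleotides gave 904, also chosen after seeing the values.

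At least 2-fold stronger in K+ than in Li+ were 9 regions (10.6%), against the paper's 335 (25%). The number was 247 and the share 28.5% with the library labelled Na+ used as K+, and no other alternative closed the gap in either value. In combination, chosen after seeing the values, a transcript minimum of 0.5 gave 351 regions and an E of at least 5 gave 342.

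In vivo coverage was found for 9 regions, against the paper's 196. No alternative set before the data were examined closed this gap, and the library labelled Na+ used as K+ gave 117. Combined with that assignment, chosen after seeing the values, each stop at G by itself gave 190, each stop at any nucleotide 193, a transcript minimum of 0.5 gave 225 and an E of at least 5 gave 150. An E of at least 20 gave 254, but there the minimum for the DMS libraries was lowered to 0.25, so this number is not due to the threshold alone.

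The median folding score in unstressed cells was 0.11 over 9 regions, against the paper's −0.01. The signs differ, but the interval of -0.59 to 1.36 contains the paper's value. That is no agreement, since more regions were at least 2-fold stronger in Li+ (12) than in K+ (9) in vitro. With a transcript minimum of 0.5 it was -0.17 and with a minimum of 0.1 it was -0.57, and the paper's value lay in the interval of both. These intervals were wide (-0.85 to 0.17 and -0.74 to 0.11), so neither is a close match. The interval also contained the paper's value in alternatives that differed in sign, such as a ratio of 1.5 (0.06, interval -0.64 to 0.61). The other alternatives differed in sign or left the paper's value outside their interval, among them the library labelled Na+ used as K+ (-0.285). In that assignment with stops listed in both in vivo libraries in place of the in vivo transcript minimum, chosen after seeing the values, it was -0.06.

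The median folding score in starved cells was 1.01, against the paper's 0.64. The values differ by more than 1.5 times, but the interval of -0.18 to 1.88 contains the paper's value. As for unstressed cells, the scores by the labels give no measure of folding. With 1 count added at every stop it was 0.45, and with stops at any nucleotide it was 0.77 merged and 0.75 each by itself, within 1.5 times the paper's value. The other alternatives, among them the library labelled Na+ used as K+ (0.30), were further away. Scaling E to stops at G gave 0.53, and the library labelled Na+ used as K+ with stops listed in both in vivo libraries, or with at least 10 in vivo counts, in place of the in vivo minimum gave 0.70, all chosen after seeing the values.

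The paper names APP, APH1A, HIRA, LMNB1 and CDKN1B for their rG4s. By the labels none of these genes had an rG4 region. Used as K+, the library labelled Na+ gave each of them at least 1, and a region of APP, of APH1A and of LMNB1 had in vivo coverage. HIRA and CDKN1B had none with coverage. The 3′ UTR stop of HIRA had 348 counts in the library labelled Na+ and 6 in the other, but the transcript mean was 0.399 in unstressed and 0.186 in starved cells.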

Other observations

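The tests of a rise of all stops at G, of counting noise and of the sequence before the stop were chosen only after the results were seen. The values in this part use the library labelled Na+ as K+ where an assignment is needed.

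Strong stops that were not K+-dependent did not move together between the in vivo libraries. The median log2 ratio of E in starved over unstressed cells (1 count added) was 0.19 at A, -0.04 at C, 0.85 at G and 1.07 at U. Stops at G and U outside rG4s were thus also stronger in starved cells relative to the transcript mean. Of 449 stops at G with similar E in both libraries without DMS, the median E relative to that in Li+ was 0.705 in unstressed and 1.35 in starved cells. This rise of stops at G may account for part of the increase in folding scores. The share of regions that rose by at least 0.25 was 48.2% after scaling to these stops, over 112 regions that are not all the same. The rG4 regions still rose more than stops at G outside rG4s. The median log2 ratio was 1.47 for the 117 regions, and the highest of 10000 matched lists of stops at G was 1.13. For all 412 covered rG4 regions, without the in vitro criterion, it was 1.21, against 1.03 in the highest list. No biological explanation of the rise at G and U outside rG4s was tested.

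At 1 stop, ACTB, which has no rG4 region here, shows the same direction. A stop at G in its 3′ UTR had an E of 2.96 in unstressed and 11.5 in starved cells (Fisher's exact test of these libraries, p = 3.75e-27), at 2.97 in vitro in K+ and 3.40 in Li+. The mean stop count of the transcript was 39.2 in unstressed and 12.8 in starved cells. The stop at G follows the looser G-quadruplex motif. The strongest ACTB stop in the library labelled K+, at C in the 3′ UTR, did not rise. Its E was 28.8 in unstressed and 26.2 in starved cells (Fisher's exact test of these libraries, p = 0.127).

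The starved library was also more concentrated on few transcripts. The 10 transcripts with the most stops held 8.43% of stops in unstressed and 14.1% in starved cells, against 6.46% to 6.59% in the other 4 libraries. RPL37 rose from 0.683% to 1.76% of stops, RPS29 from 1.29% to 2.35% and BCYRN1 from 0.0606% to 0.227%, whereas GAPDH went from 0.893% to 0.743%. These transcripts were chosen after their values were seen.

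The in vitro libraries behaved differently from the in vivo pair in the share of stops at A and C. That share was lower in K+ than in Li+ on 39.4% of the 1347 transcripts, whereas it was lower in starved than in unstressed cells on 99.9%.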
